# Transcriptomic features of *Pecten maximus* oocyte quality and maturation

**DOI:** 10.1371/journal.pone.0172805

**Published:** 2017-03-02

**Authors:** Marianna Pauletto, Massimo Milan, Arnaud Huvet, Charlotte Corporeau, Marc Suquet, Josep V. Planas, Rebeca Moreira, Antonio Figueras, Beatriz Novoa, Tomaso Patarnello, Luca Bargelloni

## Abstract

The king scallop *Pecten maximus* is a high valuable species of great interest in Europe for both fishery and aquaculture. Notably, there has been an increased investment to produce seed for enhancement programmes of wild scallop populations. However, hatchery production is a relatively new industry and it is still underdeveloped. Major hurdles are spawning control and gamete quality. In the present study, a total of 14 scallops were sampled in the bay of Brest (Brittany, France) to compare transcriptomic profiles of mature oocytes collected by spawning induction or by stripping. To reach such a goal, a microarray analysis was performed by using a custom 8x60K oligonucleotide microarray representing 45,488 unique scallop contigs. First we identified genes that were differentially expressed depending on oocyte quality, estimated as the potential to produce D-larvae. Secondly, we investigated the transcriptional features of both stripped and spawned oocytes. Genes coding for proteins involved in cytoskeletal dynamics, serine/threonine kinases signalling pathway, mRNA processing, response to DNA damage, apoptosis and cell-cycle appeared to be of crucial importance for both oocyte maturation and developmental competence. This study allowed us to dramatically increase the knowledge about transcriptional features of oocyte quality and maturation, as well as to propose for the first time putative molecular markers to solve a major bottleneck in scallop aquaculture.

## Introduction

The king scallop, *Pecten maximus* (Linnaeus, 1758), is a native European species of high economic value. Global production is based on both fisheries and aquaculture with 55,726 and 38 tons in the year 2014, respectively [1]. Despite the large gap between fishery and farming production, FAO statistics underestimate aquaculture output since it does not consider the amount of hatchery-produced seed employed in restocking programs that recently increased, notably in France [2–4]. To overcome bottlenecks in *P*. *Maximus* hatchery production, to date research has mainly focused on bivalve physiology under farm-specific conditions, (*e*.*g*. [5–8]). However, hatchery production of this species is still hampered by difficulties occurring in broodstock conditioning, larval rearing, and infectious disease management. Among these major hurdles, spawning control and gamete quality are the most important issues for broodstock conditioning and larval rearing.

In hatcheries, bivalve gametes are obtained by applying thermal shocks or by stripping mature breeders/spawners. Spawning success in *P*. *maximus* is not predictable, with frequent failures to induce gamete emission. This bottleneck cannot be overcome by stripping as scallop stripped oocytes appear unfertile due to the need for a maturation process along the genital ducts [9]. In the genera *Pecten* and *Crassostrea* [10–11], spawning induces meiosis exit from prophase I and germinal vesicle breakdown (GVBD), then oocytes are further blocked at the first metaphase (metaphase I). The release from metaphase I is naturally triggered by fertilization or can be artificially induced [12]. Scallop and oyster oocytes encounter two blockages during meiosis I, yet meiotic progression differs between these species. Naturally spawned oocytes of both genera are blocked at metaphase I and wait for fertilization to re-enter meiosis. In oyster, gametes stripped from ovaries are still at prophase I but their suspension in seawater permits GVBD and progression up to metaphase I, thus allowing fertilization [13]. In contrast, stripped and hydrated scallop oocytes remain blocked at prophase prior to GVBD and cannot be fertilized [14]. In *R*. *decussatus*, gene-expression profiling demonstrated that specific biological processes like cell-cycle, calcium regulation, and WNT signaling are likely associated with stripped egg infertility [15]. Such molecular determinants of gamete maturation processes remain to be investigated in pectinids.

High variability in fish and shellfish reproductive success has been shown to be partly attributable to gamete quality, sperm–egg interaction, and differential viability of genotypes [16–17]. Therefore, in the last decade the interest in gametes quality of marine species has substantially increased [18–22]. Gamete quality is influenced by both abiotic and biotic factors. Notably, food availability, nutritional quality, temperature, photoperiod and salinity are key aspects affecting oocyte development as well as pollutants and harmful microorganisms (*e*.*g*. [17, 23–24]). In addition, oocyte quality can be also affected by poor husbandry practices (*e*.*g*. broodstock conditioning) [25].

Oocyte quality in fish has been defined as the potential of oocytes to produce a viable progeny and can be measured by embryo development yields [26], corresponding in bivalves to D-larval yields, which is considered as the best descriptor of oocyte quality in several taxa. However, estimating egg quality through the assessment of developmental success is time-consuming and technically difficult.

Accordingly, the identification of predictive markers (*i*.*e*. oocyte features that can be quantitatively measured to predict the developmental rate of embryos) able to get over this issue might assume key importance [21]. Predictive markers of female gamete quality have been extensively studied in many freshwater and seawater fish species [17]. Some quality criteria are size, shape, transparency, chorion and coelomic fluid aspects, distribution and volume of lipid droplets and floatability rate [27]. In addition, recent studies demonstrated that transcriptomic and proteomic data might be associated to low or high quality eggs [19–20, 28–29]. However, an effective and simple proxy of gamete quality does not exist yet and it is still very difficult to accurately assess the quality of gametes prior to fertilization [21].

Compared with fish species, only a small panel of criteria is used to assess quality in bivalves, including gonad color [30], mean eggs size [23], oocyte organic matter and lipid content [23, 31]. Unfortunately, all these indicators did not consistently reflect the quality of gametes (*e*.*g*. [22]) and reliable parameters can be assessed only after fertilization (*i*.*e*. fertilization success, D-larval yields and survival). This highlights the complexity of predicting embryo development in molluscs, as already suggested in fish [21]. In this context, global transcriptional studies might help in understanding the complex molecular mechanisms underneath oocyte maturation and quality (*e*.*g*. [19, 32–33]).

In the present study, a total of 14 females were sampled in the bay of Brest (Brittany; France). For eight of them, mature oocytes were collected by spawning induction using thermal stress whereas oocytes from the six remaining females were collected through gamete stripping. Microarray analysis was then performed by using a custom oligonucleotide microarray. The two main objectives of the present work were (i) to investigate transcriptional features of scallop spawned oocytes in relation to gamete quality estimated via D-larval rates and (ii) to explore gene expression profiles characterizing released oocytes (REL) compared to ovarian oocytes obtained by stripping (STR). These analyses provided relevant information on transcriptional profiles putatively involved in egg fertility.

## Methods

### Ethics statement

The great scallop is not considered as an endangered or protected species in any international species catalogue, including the CITES list (www.cites.org) and it is not included in the list of species regulated by the EC Directive 2010/63/EU. Therefore, no specific authorization is required to work on scallop samples. The experiments were monitored and carried out by authorized staff to minimise the animal’s suffering.

### Biological samples and RNA isolation

At the beginning of their natural spawning period, adult scallops (mean weight±SD: 174±32g, mean length: 111±7mm) were caught from Pointe du chateau (Logonna-Daoulas, France, 48.334955, -4.317432). The scientific fishing of this species was provided by the Brittany prefect (authorization number 267/2014). Scallops were transferred to the experimental hatchery of Ifremer (Argenton, France) where they were conditioned for 1 month under suitable conditions for germ cells maturation. Briefly, scallops were placed in experimental raceways supplied with 1 μm-filtered running seawater at 17 ± 1.0°C and fed with a mixed diet of two microalgae (*Chaetoceros gracilis* and *Tisochrysis lutea*) at a daily ratio equal to 10 exp 9 cells of each algae species/scallop.

Released oocytes were obtained by thermal stimulation to induce spawning of females, consisting on exposure to alternate cycles of 18°C (20 minutes) and 23°C (1 hour) [34]. Once spawning was completed, the collected oocytes were filtered in a 20 μm sieve, to avoid self-fertilization. Oocytes from eight females were rinsed with iso-osmotic ammonium formate (3% w/v) to remove salt. A total of 20,000 oocytes were homogenized in 1,5 ml of Extract-all (Eurobio) and stored at -80°C for further transcriptomic analyses. Fertilization was then performed as described in [19]. Trochophores movement was estimate at 24h post fertilization using a CASA device, according to [35]. Then, the D-larval yield was assessed at 48h post fertilization (number of normal D-larvae/total number of oocytes) as described in [20].

In addition, gametes (20,000 oocytes per female) from six sexually mature females were dissected and oocytes were collected by “gamete stripping” as reported in [36]. About 20,000 oocytes from each female were harvested and stored as described above. The remaining stripped oocytes from each female were fertilized (as described above) and D-larval rate was registered.

RNA was isolated by following the Extract-all manufacturer instructions and combining the RNeasy Mini Kit (Qiagen) for the nucleic acid purification. A DNAse treatment was also carried out (Qiagen). Samples concentration was measured in a NanoDrop^®^ ND-1000 spectrophotometer and the RNA quality was assessed through the Bioanalyzer 2010 instrument (Agilent).

### Microarray experiments

The 8x60K microarray platform accommodating a total of 59,824 probes has been deposited in the GEO database (http://www.ncbi.nlm.nih.gov/geo/) under accession number GPL22720. It was designed in the context of the European project REPROSEED (FP 7-KBBE-2009-1-2-11) that funded the high throughput sequencing of several *P*. *Maximus* tissues. Details on the sequencing data, the resulting assembly and the microarray design were reported in S1 File, while the sequences of the 45,488 contigs successfully employed for the *P*. *maximus* DNA microarray platform design have been provided in S2 File.

At the time of data analysis, the annotation of each contig employed for the microarray design was performed again, by running blastx similarity searches (cut off e-value of <1.0 E-5) against the updated release of several protein databases. The best hits against UniProtKB/SwissProt high quality proteins (release 2016_10—November 02, 2016), *Danio rerio*, *Drosophila melanogaster*, *Homo sapiens*, *Gasterosteus aculeatus*, *Nematostella vectensis*, *Capitella teleta*, *Strongylocentrotus purpuratus*, *Lottia gigantea* and *Crassostrea gigas* available on Ensembl Genome Browser (release 82, September 2015) and Ensembl Metazoa (release 33, October 2016) provided at least one match for 31,579 (52.8%) out of the total amount of transcripts. The best blastx hit of each probe against all the selected protein databases is reported in S1 Table.

Probe sequences and other details on the microarray platform can be found in the GEO database (http://www.ncbi.nlm.nih.gov/geo/) under accession number GPL22720.

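The deposited files cover 14 arrays, 1 for each female. Of these, 8 were hybridised with released oocytes (REL1 to REL8), shed after thermal stimulation, and 6 with stripped oocytes (STR1 to STR6), taken from the dissected gonad. Each array is a custom Agilent design for P. maximus read with 1 dye (Cy3) and holds 59824 probes, each at 1 spot. The arrays lie on 2 slides. Slide 1 carried REL1, REL3, REL8, STR1, STR2, STR3, STR4 and STR6, and slide 2 carried REL2, REL4, REL5, REL6, REL7 and STR5. Slide and scan date coincide, so their effects cannot be told apart. By the scanner software's own test, between 30430 and 33694 probes were well above background on a released array (median 31535.5) and between 29967 and 35585 on a stripped array (median 33376). The 75th percentile of the signal ran from 110.60 to 144.29 on released arrays and from 94.57 to 222.06 on stripped arrays. No array had more than 1 saturated probe. The authors' scanner software subtracted the background from each spot to give a processed signal, an intensity on a linear scale. For the values reported here, the processed signal was quantile-normalized over the probes and spike-ins of the 14 arrays, probes well above background on at least 6 of 14 arrays were kept (33212 probes), and the values were log2-transformed. Differences between slides were then taken out with a parametric ComBat adjustment without covariates. Slide 2 holds 5 of the 8 released arrays and 1 of the 6 stripped arrays, so that this last step also takes out part of a difference between the groups. On data simulated from these arrays, a log2 change of 2 put into 200 of the 33212 probes came out at a median of 1.64 after the adjustment and at 2.02 without it, and 61.5% of these probes were called after it. A smaller change of 1.5 was called for 35.5% of the probes. Differences between groups are given as the log2 value of released minus stripped oocytes. A probe that was not well above background on any array of a group has only a bound in that group, and its difference is given as at least so many fold. This bound uses the normalized log2 values before the slide adjustment, and sets the mean of the brighter group against the mean, over the arrays of the dimmer group, of the lowest signal among probes well above background or of the probe's own signal where that was higher. Protein names of probes are those of the paper's S2 and S4 Tables. The number of arrays limits the precision of every value.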

Microarray experiments were carried out on a total of 14 samples corresponding to stripped oocytes (n = 6) and spawned oocytes (n = 8). Sample labelling and hybridization were performed according to the Agilent One-Color Microarray-Based Gene Expression Analysis protocol with the Low Input Quick Amp Labelling kit. Briefly, for each sample, 100 ng of total RNA was linearly amplified and labelled with Cy3-dCTP. In order to verify the technical robustness of the microarray work-flow, a mixture of 10 different viral poly-adenylated RNAs (Agilent Spike-In Mix) was added to each RNA sample before amplification and labelling. Labelled cRNA was purified through the RNAeasy Mini Kit (Qiagen), and sample concentration and specific activity (pmol Cy3/mg cRNA) were measured in a NanoDropHND-1000 spectrophotometer. A total of 600 ng of labeled cRNA was prepared for fragmentation by adding 5 ml 10X Blocking Agent and 1 ml of pre-warmed (60°C) 25X Fragmentation Buffer, and finally diluted by addition with 25 ml 2X GE Hybridization buffer. Forty ml of hybridization solution was then dispensed in the array (a slide contained eight arrays). Slides were incubated for 17 h at 65°C in an Agilent hybridization oven, subsequently removed from the hybridization chamber, quickly submerged in GE Wash Buffer 1 to disassemble the slides and then washed in GE Wash Buffer 1 for approximately 1 minute followed by one additional wash in pre-warmed (37°C) GE Wash Buffer 2.

### Data acquisition, correction and normalization

Hybridized slides were scanned at 2μm resolution using an Agilent G2565BA DNA microarray scanner. Each slide was scanned two times at two different sensitivity levels: XDR Hi 100% and XDR Lo 10%. The two generated images were analysed together, data were extracted and background subtracted using the standard procedures provided in the Agilent Feature Extraction Software version 10.7.3.1. To evaluate goodness and reliability of spot intensity estimates the software returns a series of spot quality measures. All control features (positive, negative, etc.), except for Spike-in (Spike-in Viral RNAs), were excluded from subsequent analyses.

The fluorescence values were normalized by performing a quantile normalization in R statistical software. Statistical analyses were performed on 35,770 out of 59,824 probes with signal higher than background in at least 6 out of 14 target samples. A log base 2 transformation was applied to all expression values and finally the parametric Combat algorithm [37] was implemented in R in order to adjust for the known between-experiments batch effect (i.e. different microarray slides). Normalized data were deposited in GEO archive under accession number GSE90679.

### Data analysis

A T-test, implemented in TMeV, was used to identify differentially expressed probes between stripped and spawned oocytes. Only the differentially expressed probes showing a significant variation have been selected (Bonferroni-adjusted p-value <0.05; Fold Change (FC) > 1.5).

To identify the transcripts whose expression was positively or negatively associated with the D-larval rate, a PMT template matching analysis (TMeV) was carried out on log2 fluorescence values and D-larval rates of released oocytes, setting a threshold p-value of 0.05 and a minimum correlation value (R) of 0.7.

A more systematic, functional interpretation of significant genes was then obtained through enrichment analysis using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) software [38]. “KEGG Pathway”, “Biological process” (BP), “Cellular component” (CC), “Molecular function” (MF) annotation categories were used by setting the gene count equal to 3 and the maximum p-value equal to 0.05. Because DAVID database contains functional annotation data for a limited number of species, it was necessary to link the scallop transcripts with sequence identifiers that could be recognized in DAVID. This process was accomplished using UniProtKB/SwissProt feature identifiers corresponding to each probe. These identifiers were used to define a “gene list” (*i*.*e*. significant probes) and a “background” (*i*.*e*. all the probes represented in the array) in the bioinformatic tool DAVID, corresponding to differentially transcribed scallop genes and to all the transcripts that were represented on the array, respectively.

## Results

### Hatching rates

Thermal stimulation effectively induced gamete release in both males and females. At 48 hours post-fertilization, D-larval rates registered in each batch was in the expected range from 0.43% to 17.41% [39], depending on the female (Fig 1). Conversely, the fertilization of stripped oocytes did not produce any D-larvae.

**Fig 1:**
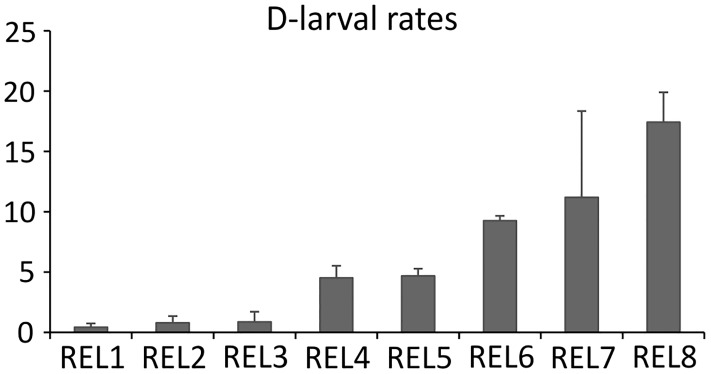
D-larval rates. Values of D-larval rates of released oocytes (REL) expressed as percentages of trochophore at 48 hpf on the total count of oocytes employed for the fertilization. Standard deviation refers to batch replicates (n = 3) as described in [20].

### Correlation between gene expression profiles and D-larval rates

The PMT template matching analysis allowed the identification of a total of 1,904 probes (S2 Table) whose expression pattern was either positively (973) or negatively (931) correlated with D-larval rate values. Among these, a putative annotation against UniProtKB/SwissProt database was attained for 925 probes, corresponding to 848 unique proteins. 

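The D-larval rates of the 8 released females were 0.43% (REL1), 0.8% (REL2), 0.88% (REL3), 4.53% (REL4), 4.69% (REL5), 9.25% (REL6), 11.2% (REL7) and 17.41% (REL8). Pearson's R between log2 fluorescence and D-larval rate was computed over these 8 females for 33212 probes, with 2-sided tests throughout. With an unadjusted p under 0.05 and an absolute R of at least 0.7, 2106 probes were correlated with the rate, 1105 positively and 1001 negatively. No probe passed after Benjamini-Hochberg adjustment over all probes, with the lowest adjusted p at 0.446. None passed with limma's moderated test of the slope either, which called 1669 probes without adjustment. Leaving out the filter on dim probes moved the count most, to 3524 of 59824 probes. With each female left out in turn the count lay between 1649 (without REL8) and 2238 (without REL4). Of the 1904 probes in the paper's S2 Table, 1786 were among the probes tested, 1785 had an R of the same sign and 1373 passed both thresholds. The genes named in the text stand for 72 of these probes, of which 63 passed here and all 72 had the sign of the table. In exact permutation tests of R over all orders of the 8 rates, 61 of these 72 probes had a Benjamini-Hochberg value under 0.05 adjusted over the list alone. Values adjusted over all probes, here and for single genes, come instead from the t-test p of Pearson's R. By these, 0 of the 72 probes were under 0.05. The list alone is not independent evidence, because the paper chose it on these samples. By Spearman's rho, 44 of them had an exact permutation p under 0.05. REL7 and REL8 lie farthest from the median rate of 4.61%. Without this pair of females, 2014 of the 2106 probes kept the sign of R and 372 still passed both thresholds. Among the 72 probes of named genes, 32 had an absolute R of at least 0.7 and 13 passed both thresholds over the 6 females left, where the p threshold needs a higher R. Their median absolute R went from 0.838 to 0.669. The 6 rates left span a narrower range, over which an unchanged linear relation with an R of 0.838 would give 0.658. The fall of the median thus does not by itself show a dependence on REL7 and REL8. It cannot exclude one either, since the probes were chosen for a high R on these 8 females. Without REL8 alone 31 of the 72 probes passed both thresholds, against 50 to 62 without any other single female. For a single probe, R over 6 females cannot by itself tell a dependence on this pair from the narrower range. The slides hold 3 and 5 released arrays. R was not computed within a slide, since correlations were limited to 6 or more females, and the partial R given the slide is reported instead.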

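Among the 33212 probes, N_cont_pecten_145186 had the highest R with the D-larval rate, 0.969 (exact permutation p = 0.000322; rho = 0.929, exact permutation p = 0.00223), and P_cont_pecten_89317 the lowest, -0.971 (exact permutation p = 0.000942; rho = -0.881, exact permutation p = 0.00724). Without REL7 and REL8 their R was 0.881 and -0.923, and given the slide it was 0.986 and -0.966. Fluorescence of the first rose 3.30-fold from its lowest to its highest female, and that of the other spanned 1.55-fold. At the head of the positive probes in S2 Table stands P_cont_pecten_54194, which had an R of 0.957 here (exact permutation p = 2.48e-05, the smallest these 8 females allow). Its fluorescence followed the order of the rates without exception (rho = 1, exact permutation p = 4.96e-05), and its R was 0.966 without REL7 and REL8 and 0.978 given the slide. The probe with the lowest R in that table, N_cont_pecten_105923, had an R of -0.849 here (exact permutation p = 0.00769) with rho = -0.857 (exact permutation p = 0.0107). Given the slide its R was -0.951, and without REL7 and REL8 -0.842. The adjusted p over all probes was 0.446 for the first 3 of these probes and 0.656 for the last.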

The probes having the highest positive (R = 0.98) and negative (R = - 0.96) correlation factors did not have any match against the considered databases. The list of the putative protein identity of the most significantly correlated (R > 0.9) transcripts annotated against the protein database UniProtKB/Uniprot has been provided in Table 1.

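Table 1 lists 52 probes, 30 with a positive and 22 with a negative R. In the released females 49 of them passed the filter on dim probes, all with the sign that the table gives, and 46 passed both thresholds. R ran from 0.821 to 0.968 (median 0.921) for the positive probes and from -0.931 to -0.500 (median -0.897) for the negative ones. The highest values were those of Importin-4 and of Androgen-induced gene 1 protein, and the lowest that of Target of EGR1 protein 1. The 3 probes left out as dim encode Insulin receptor substrate 2-A, Protein Fer3 and High affinity copper uptake protein 1. Without REL7 and REL8, 35 of the 49 probes had an absolute R of at least 0.7, with a median size of 0.768, and 0 changed sign. Adjusted over all probes their p ran from 0.446 to 0.877.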

**Table 1:** Transcripts with the highest correlation between gene expression and D-larval rates (R>0.9).

**Transcripts positively correlated with D-larval rate**	**R correlation**
Lactoylglutathione lyase (Q9CPU0)	0.96
Baculoviral IAP repeat-containing protein 6 (O88738)	0.96
Acetyl-coenzyme A synthetase, cytoplasmic (Q9QXG4)	0.95
Heparanase (Q9MYY0)	0.94
Phosphatidylinositol-binding clathrin assembly protein LAP (Q9VI75)	0.94
Transposable element Tcb2 transposase (Q04202)	0.94
Heparanase (Q9Y251)	0.94
Protein NRT1/ PTR FAMILY 8.1 (Q9M390)	0.94
Dual specificity testis-specific protein kinase 2 (Q924U5)	0.94
Protein FAM179B (Q6A070)	0.93
Heparan-sulfate 6-O-sulfotransferase 1 (O60243)	0.93
Importin-4 (Q8VI75)	0.93
E3 ubiquitin-protein ligase MIB2 (Q5ZIJ9)	0.93
Phosphatidylinositol-binding clathrin assembly protein (Q13492)	0.93
E3 ubiquitin-protein ligase RNF34 (Q6AYH3)	0.93
Androgen-induced gene 1 protein (Q9NVV5)	0.93
Protein RRNAD1 (Q96FB5)	0.93
Ras-related protein Rab-30 (Q923S9)	0.92
Mitogen-activated protein kinase kinase kinase 9 (Q3U1V8)	0.92
Anoctamin-7 (Q6IFT6)	0.92
Lactoylglutathione lyase (Q9CPU0)	0.92
Rho GTPase-activating protein 44 (Q5SSM3)	0.91
Insulin receptor substrate 2-A (Q9DF49)	0.91
E3 ubiquitin-protein ligase MSL2 (Q9HCI7)	0.91
Ig-like and fibronectin type-III domain-containing protein 1 (O18016)	0.91
Zinc finger protein 711 (A2ANX9)	0.91
Parkinson disease 7 domain-containing protein 1 (Q29RZ1)	0.91
Kinesin-like protein KIF14 (L0N7N1)	0.91
Calcium-binding mitochondrial carrier protein SCaMC-2 (Q5XH95)	0.91
Uroporphyrinogen-III synthase (P06174)	0.91
**Transcripts negatively correlated with D-larval rate**	**R correlation**
Ribonucleoside-diphosphate reductase small chain (P07201)	-0.95
Coiled-coil domain-containing protein 61 (Q08CF3)	-0.94
Serine/arginine-rich splicing factor 4 (Q8VE97)	-0.94
CWF19-like protein 1 (Q8AVL0)	-0.94
Tropomyosin-2 (P43689)	-0.93
Histone H1.2 (P15796)	-0.93
Retinol dehydrogenase 12 (Q96NR8)	-0.93
60S ribosomal protein L12 (P35979)	-0.93
Mitotic-spindle organizing protein 1 (Q0VFD6)	-0.92
Di-N-acetylchitobiase (Q01460)	-0.92
Ankyrin repeat domain-containing protein 30B (Q9BXX2)	-0.92
Large proline-rich protein BAG6 (A3KPW9)	-0.92
Protein Fer3 (Q9VGJ5)	-0.92
Target of EGR1 protein 1 (Q9D2E2)	-0.92
Glomulin (Q92990)	-0.92
F-box/LRR-repeat protein 15 (Q91W61)	-0.91
E3 ubiquitin-protein ligase TRIP12 (Q14669)	-0.91
RNA-directed DNA polymerase from mobile element jockey (P21329)	-0.91
Peptidyl-tRNA hydrolase 2, mitochondrial (Q8R2Y8)	-0.91
Probable tRNA pseudouridine synthase 2 (Q5XGG2)	-0.91
Protein slowmo (Q9V3U9)	-0.90
High affinity copper uptake protein 1 (Q8WNR0)	-0.90

Transcript names are those retrieved from UniProtKB/SwissProt database.

In order to investigate the main biological processes that most likely affect oocyte quality reflected by D-larval rates of each female, a functional enrichment analysis was performed by using the 811 UniProt accession numbers recognized in DAVID as gene list (S3 Table, Fig 2). Significantly enriched BP terms were “cell division” (Fold Enrichment FE: 1.89), “mitotic nuclear division” (FE: 1.99), “cytoskeleton organization” (FE: 2.75) and “RNA splicing” (FE: 2.03).

**Fig 2:**
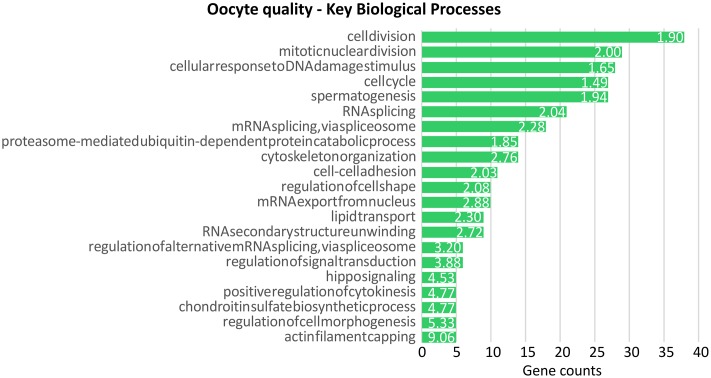
Enrichment analysis of transcripts significantly correlated with D-larval rates. Significant enriched BP_direct terms obtained through the enrichment analysis performed on the transcripts significantly correlated with D-larval rates. The green bars identify the number of the correlated genes belonging to the annotation term. Only terms with minimum gene counts of 5 were reported. Numbers beside the bars correspond to the Fold Enrichment reported for each term.

Among the significant genes participating in cell-cycle and cell division processes there were *Excision repair cross-complementation group 6-like* (ERCC6L; R = 0.89), *Anaphase promoting complex subunit 1* (APC1; R = 0.86), *Lymphoid-specific helicase* (LSH; R = 0.74), *Regulator of chromosome condensation* (RCC1), *BTB (POZ) domain containing protein 1* (RCBTB1; R = -0.75), and *Spindle and kinetochore associated complex subunit 2* (SKA2; R = -0.84). 

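In released oocytes ERCC6L (probe P_cont_pecten_11426) had an R of 0.906 with the D-larval rate (exact permutation p = 0.00427, 0.0132 adjusted over the list alone and 0.543 over all probes) and a rho of 0.881 (exact permutation p = 0.00724). Its R was 0.831 without REL7 and REL8 and 0.943 given the slide. APC1 (P_cont_pecten_36280) gave R = 0.848 (exact permutation p = 0.00761, adjusted 0.0171 and 0.656) and rho = 0.762 (exact permutation p = 0.0368), and held at 0.845 without these females and 0.857 given the slide. Probe P_cont_pecten_87164 of LSH had an R of 0.735 (exact permutation p = 0.0362, adjusted 0.0435 and 0.769) and a rho of 0.619 (exact permutation p = 0.115). LSH had an R of 0.290 without REL7 and REL8 and 0.755 given the slide. It did not pass without REL1, REL2, REL3, REL5, REL7 or REL8 (R = 0.524 without REL8). RCBTB1 (N_cont_pecten_6259) fell with the rate (R = -0.774, exact permutation p = 0.0238, adjusted 0.0357 and 0.738; rho = -0.786, exact permutation p = 0.0279), and so did SKA2 (N_cont_pecten_33582; R = -0.850, exact permutation p = 0.0107, adjusted 0.0198 and 0.656). The rho of SKA2 was -0.595 (exact permutation p = 0.132). Their R was -0.510 and -0.746 without REL7 and REL8, and given the slide -0.806 and -0.853. RCBTB1 no longer passed without REL1, REL3 or REL8 (R = -0.628 without REL8).

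**Figure D1:**
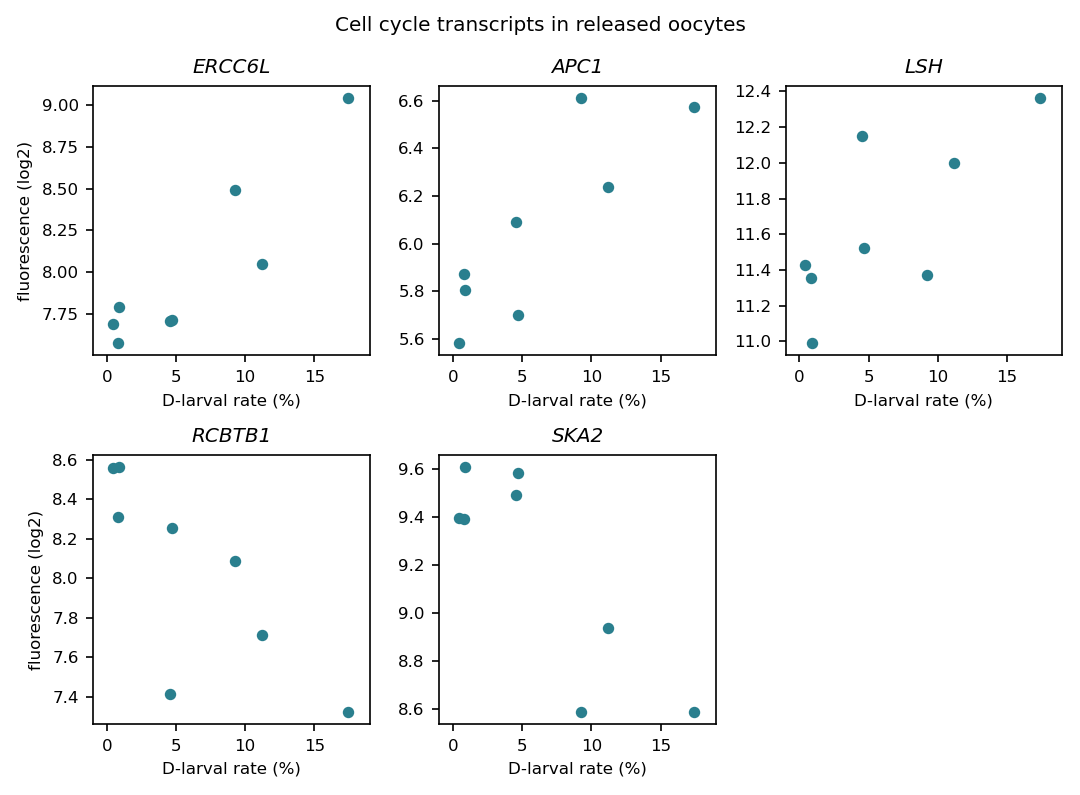
Log2 fluorescence of 5 cell cycle transcripts (y axis) against the D-larval rate in % (x axis), 1 point for each of the 8 released females. ERCC6L, APC1 and LSH rise and RCBTB1 and SKA2 fall with the rate, with females out of order: at a rate of 4.53%, REL4 is second highest in LSH and second lowest in RCBTB1. In ERCC6L the female with the rate of 17.41% reaches 9.04, against 7.58 to 8.49 in the others.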

Positive correlated probes encoding transcripts involved in cytoskeleton regulation included *Spectrin alpha* and *Spectrin beta*, *Kinesin family member 14* (KIF14; R = 0.91), *Phosphatidylinositol-binding clathrin assembly protein LAP* (PICALM; R = 0.94), *Diaphanous-related formin 2* (DIAPH2; R = 0.73) and *Neurabin-1* (PPP1R9A; R = 0.87). 

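The 3 probes for KIF14 had R values of 0.897 (N_cont_pecten_197043), 0.855 (N_cont_pecten_68336) and 0.767 (P_cont_pecten_204518) with the D-larval rate, with exact permutation p of 0.00206, 0.00675 and 0.0281. Adjusted over the list alone these were 0.0117, 0.0163 and 0.0382, and the values from the t-test of R over all probes were 0.548, 0.656 and 0.745. By rank, the first had a rho of 0.762 (exact permutation p = 0.0368) the middle one 0.714 (exact permutation p = 0.0576) and the last 0.762 (exact permutation p = 0.0368). Given the slide their R was 0.904, 0.864 and 0.765. With REL7 and REL8 left out it was 0.717, 0.425 and 0.659. PPP1R9A (P_cont_pecten_6218) had R = 0.853 (exact permutation p = 0.00533, adjusted 0.0142 over the list alone and 0.656 over all probes) and rho = 0.857 (exact permutation p = 0.0107), with an R of 0.678 without these females and 0.865 given the slide.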

For RNA processing, transcripts positively correlated with D-larval rates were *WT1-associated protein* (WTAP; R = 0.72), *Tudor domain-containing protein 1* (TDRD1; R = 0.79) and *Pumilio RNA-binding family member 1* (PUM1; R = 0.78), while several DEAD box proteins (DDX55, DDX19A, DDX39A, DDX39B and DEAD box protein UAP56) were negatively correlated to oocyte developmental competence. Furthermore, a large number of splicing factors was either negatively or positively associated to oocyte quality (*e*.*g*. *Splicing factor 4*, *Splicing factor 9G8*, *Splicing factor arginine/serine-rich 16*, *Splicing factor arginine/serine-rich 2*).

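WTAP (P_cont_pecten_2294) had an R of 0.803 (exact permutation p = 0.0148, 0.0242 adjusted over the list alone, 0.685 over all probes) and a rho of 0.690 (exact permutation p = 0.0694). Its R was 0.230 without REL7 and REL8 and 0.820 given the slide. Of the 2 TDRD1 probes, P_cont_pecten_177563 had R = 0.796 (exact permutation p = 0.0201, adjusted 0.0308 and 0.695) with rho = 0.690 (exact permutation p = 0.0694), and N_cont_pecten_12257 had R = 0.735 (exact permutation p = 0.0373, adjusted 0.0440 and 0.769) with rho = 0.881 (exact permutation p = 0.00724). Their R was 0.713 and 0.882 without REL7 and REL8, and 0.829 and 0.795 given the slide. Without REL8 alone the R of P_cont_pecten_177563 was 0.434. WTAP did not pass without REL8 (R = 0.602). By rank alone, or against log10 of the rate, neither WTAP nor TDRD1 (P_cont_pecten_177563) passed the threshold.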

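Of these 4 splicing factors, 2 rose and 2 fell with the D-larval rate. Splicing factor 4 (P_cont_pecten_43665) had R = 0.830 (exact permutation p = 0.00967, adjusted 0.0193 over the list alone and 0.656 over all probes) and rho = 0.810 (exact permutation p = 0.0218). Splicing factor 9G8 (N_cont_pecten_225560) had R = 0.813 (exact permutation p = 0.0115, adjusted 0.0198 and 0.663), with a rho of 0.667 (exact permutation p = 0.0831). Splicing factor arginine/serine-rich 16 (N_cont_pecten_41329) was well above background in 4 of the 8 females, and had R = -0.822 (exact permutation p = 0.0113, adjusted 0.0198 and 0.656) and rho = -0.881 (exact permutation p = 0.00724). Splicing factor arginine/serine-rich 2 (P_cont_pecten_143933) did not pass: its R was -0.703 (exact permutation p = 0.0584, adjusted 0.0638 and 0.779), with rho = -0.395 (exact permutation p = 0.335), and its fluorescence spanned only 1.23-fold over the females. It passed without the slide adjustment (R = -0.752) and with the slide as a block (R = -0.791). In the order given, R was 0.627, 0.733, -0.571 and -0.469 without REL7 and REL8, and 0.885, 0.821 and -0.846 given the slide for the first 3. Without REL8 alone, Splicing factor arginine/serine-rich 16 did not pass (R = -0.652).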

An additional enriched BP term was “cellular response to DNA damage stimulus” (FE: 1.65). In fact, several significant genes were involved in facing DNA damage and regulating apoptosis. *Checkpoint protein HUS1* (see Fig 3), *Caspase 2* (CASP2; see Fig 3), *Growth arrest and DNA damage-inducible protein* (GADD45A), and *Peptidyl-tRNA hydrolase 2* (PTH2) were negatively associated to D-larval rates, while *Glyoxalase I* (GLO1; see Fig 3), *Regulator of telomere elongation helicase 1* (RTEL1), *Sirtuin 1* (SIRT1; see Fig 3) and the *Baculoviral IAP repeat-containing protein 6* (BIRC6) were more transcribed in oocytes with the highest developmental competence.

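PTH2 (N_cont_pecten_19329) fell with the D-larval rate, with R = -0.875 (exact permutation p = 0.00417, 0.0132 adjusted over the list alone and 0.633 over all probes) and rho = -0.952 (exact permutation p = 0.00114). It kept R = -0.853 without REL7 and REL8, -0.923 given the slide, and between -0.938 and -0.859 with each female left out in turn. GADD45A (P_cont_pecten_35474) had an R of -0.748 (exact permutation p = 0.0355, adjusted 0.0434 and 0.756) and was well above background in 7 of the 8 females. Its rho was -0.381 (exact permutation p = 0.360), and R was -0.590 without REL7 and REL8 and -0.779 given the slide. Without REL8 alone R was -0.265. GADD45A also did not pass without REL3, REL4 or REL6.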

**Fig 3:**
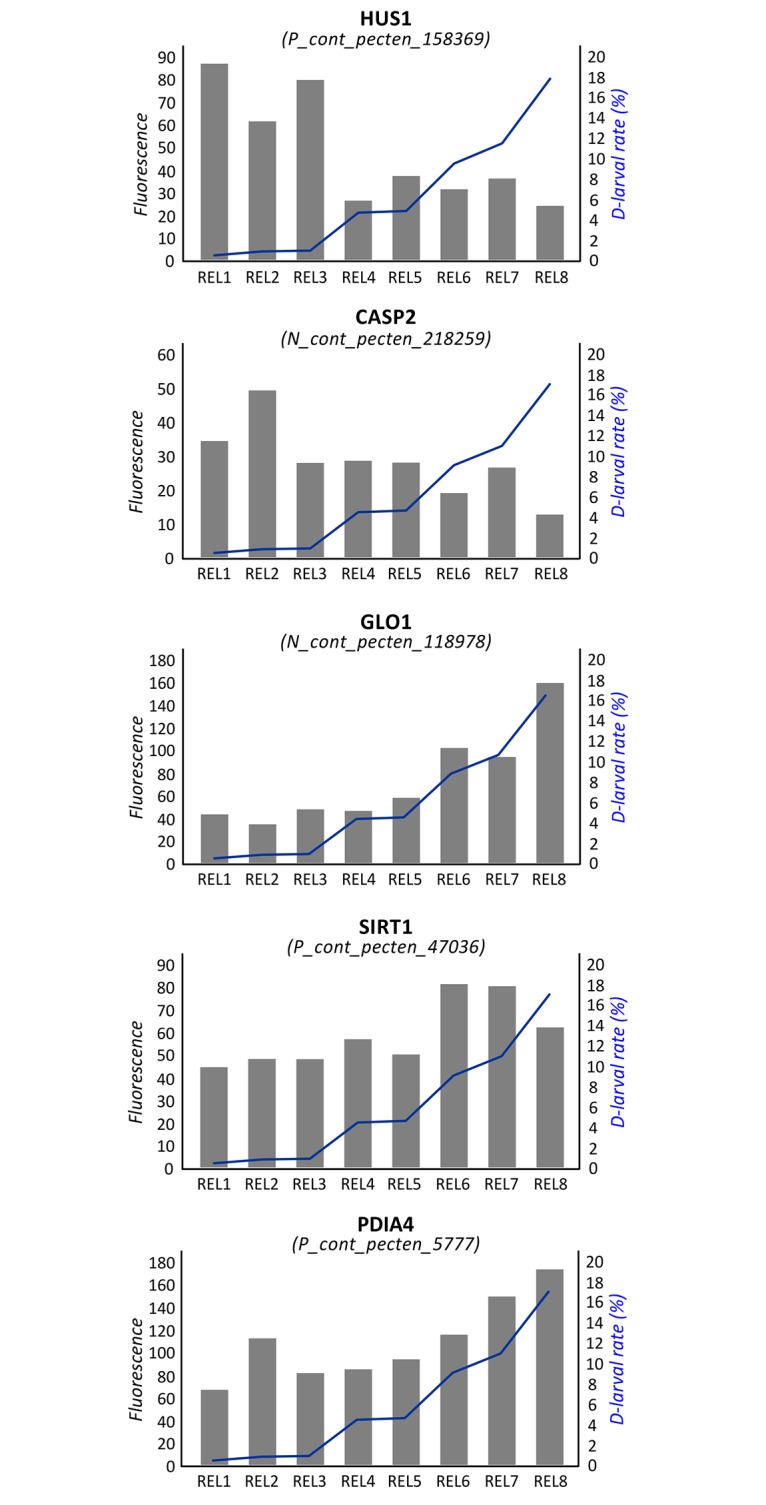
Correlation between gene expression and D-larval rates. Values of fluorescence reported for probes encoding HUS1, CASP2, GLO1, SIRT1 and PDIA4. Samples are reported in the x axis. Expression level (principal y axis) is expressed in terms normalized fluorescence. The D-larval rate is reported in term of percentage (secondary y axis) and described by a blue line.

Probes encoding enzymes involved in energy producing processes were also highlighted: *Acetyl-coenzyme A synthetase* (ACECS), synthetizing Acetyl-CoA for the tricarboxylic acid (TCA) cycle, was highly correlated to oocyte quality (R = 0.95). Moreover, a similar transcriptional behaviour was evidenced for two enzymes driving the TCA cycle: *alpha-ketoglutarate dehydrogenase-like* and *putative malate dehydrogenase 1B*.

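ACECS (N_cont_pecten_6303) had an R of 0.838 with the D-larval rate (exact permutation p = 0.00955, adjusted 0.0193 over the list alone and 0.656 over all probes) and a rho of 0.738 (exact permutation p = 0.0458). Its fluorescence spanned 1.96-fold over the 8 females. R was 0.692 without REL7 and REL8, 0.698 without REL8 alone, where it no longer passed the threshold, and 0.868 given the slide.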

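The probe for alpha-ketoglutarate dehydrogenase-like (P_cont_pecten_40002) had R = 0.752 (exact permutation p = 0.0318, adjusted 0.0402 over the list alone and 0.756 over all probes) and rho = 0.762 (exact permutation p = 0.0368). It did not pass with limma's test of the slope or after scaling to the 75th percentile (R = 0.550), nor without REL1, REL3, REL4 or REL8 (R between 0.706 and 0.855 with each female left out). The probe for malate dehydrogenase 1B (P_cont_pecten_33798), well above background in 6 of the 8 females, had R = 0.617 (exact permutation p = 0.0972, adjusted 0.0985 and 0.822) and rho = 0.690 (exact permutation p = 0.0694), and did not pass. Against log10 of the rate it did (R = 0.717), and likewise without REL3 (R = 0.816). The R of these enzymes was 0.831 and 0.494 without REL7 and REL8, and given the slide 0.783 and 0.618.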

Full lists of significantly enriched GO terms and KEGG pathways are reported in S3 Table (gene count>3, p-value < 0.05).

### Transcriptional differences between stripped and spawned oocytes

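With limma, 618 of 33212 probes differed between the 8 released and the 6 stripped samples at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5. After Bonferroni adjustment at the same thresholds 37 probes remained, and without adjustment of p 3362. Keeping the group as a covariate in ComBat raised the Benjamini-Hochberg count to 1890 probes. On simulated data with a log2 change of 2, that choice called 80% of the changed probes, against 61.5% with the adjustment used here. It also called 61 of the unchanged probes, against 4 with the adjustment used here. With the slide as a block in the model, in place of ComBat, 535 probes differed, of which 465 were among the 618. Slide 1 alone holds 3 released and 5 stripped arrays, and 33 probes differed within it, a comparison chosen after the data were seen. Slide 2 holds 1 stripped array and allows no test. With each array left out in turn the count ran from 257 (without STR5) to 1009 (without STR1).

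**Figure D2:**
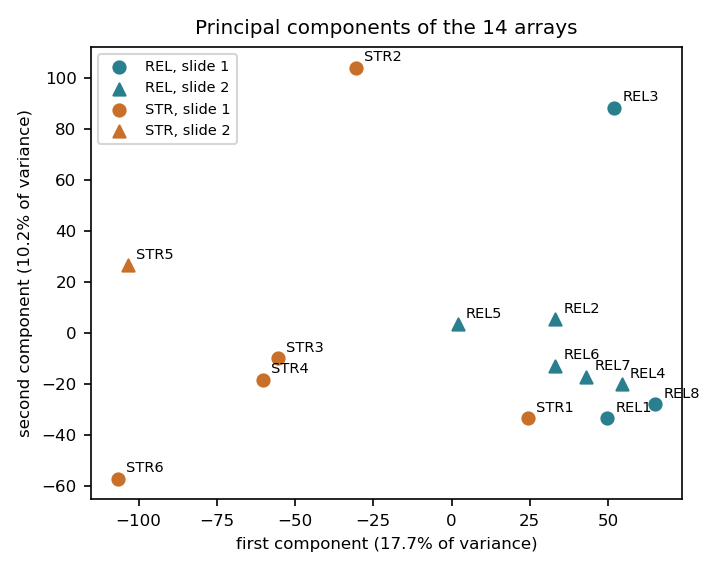
Scores of the 14 arrays on the first principal component (x axis, 17.7% of the variance) and the second (y axis, 10.2%) of the log2 values after slide adjustment; colour gives the group and symbol the slide. The stripped samples other than STR1 lie at negative scores of the first component and all released samples at positive ones, with STR1 at 24.4; REL3 and STR2 stand apart on the second.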

Pairwise comparison among stripped and spawned oocytes revealed a total of 1,682 probes differentially expressed (S4 Table). Among these, 652 and 1,030 probes were more expressed in REL and STR oocytes, respectively. 

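Of the 618 probes past the Benjamini-Hochberg threshold, 116 were more expressed in REL and 502 in STR oocytes. At the Bonferroni threshold the split was 4 and 33, and at the unadjusted p 1357 and 2005. The Benjamini-Hochberg split moved with the setting, to 652 and 1238 with the group kept as a covariate in ComBat. Without STR5 it was 29 and 228. The groups did not overlap in 274 of the 618 probes and in each of the 37 past Bonferroni. Of the 1682 probes in the paper's S4 Table, 1523 were tested here and all of these changed in the direction that the table gives. Among them 36 passed Bonferroni, 567 Benjamini-Hochberg and 1384 the unadjusted p. Among probes well above background on every array whose groups did not overlap, the largest excess in REL oocytes was that of Protein FAM122A (P_cont_pecten_13395). Its log2 fluorescence was 8.44 ± 0.48 (SD, n = 8) in REL and 5.87 ± 0.83 (SD, n = 6) in STR oocytes, a difference of 2.57 (standard error 0.34, adjusted p = 0.00135 from limma with Benjamini-Hochberg adjustment). GON-4-like protein was higher by 1.70 and 1.55 in its 2 probes (adjusted p = 0.00624 and 0.00822 by the same limma fit), and the unnamed probes P_cont_pecten_142523 and P_cont_pecten_14344 by 1.92 and 1.67. In the other direction the 5 largest differences are of probes without a protein name, led by P_cont_pecten_28266 (log2 difference -2.85) and N_cont_pecten_70054 (-2.61). The exact permutation p of both was 0.000333, the smallest that 8 against 6 samples allow.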

Putative annotation against UniProtKB/SwissProt database was attained for 597 probes, corresponding to 546 unique proteins. Enrichment analysis, carried out by using 480 UniProtKB/SwissProt accession IDs recognized in DAVID database, evidenced the significant enrichment of 16 BP terms and 6 KEGG pathways (S5 Table, Fig 4). The most significantly enriched BP term was “microtubule-based process” (FE: 9.30), represented by several tubulin alpha isoforms, more expressed in STR oocytes. 

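All 21 tubulin alpha probes of the S4 Table were more expressed in STR oocytes, with a median log2 difference of -0.76. In 5 of them limma's Benjamini-Hochberg adjusted p was under 0.05. Probe P_cont_pecten_143488 was at 7.49 ± 1.76 (SD, n = 6) in STR oocytes. This probe was well above background in 1 of 8 released and 6 of 6 stripped samples, and the groups did not overlap (adjusted p = 0.00275 from limma with Benjamini-Hochberg adjustment; exact permutation p = 0.000333). It was at least 15.7-fold brighter in STR oocytes before slide adjustment, with the dim samples set at the lowest signal called well above background on their arrays. In 18 probes the signal was well above background on all 14 arrays, and there the log2 difference ran from -2.04 to -0.59, with 2 past the adjusted threshold and 1 without overlap between the groups. Probes of near-identical tubulin genes can share their signal, and so are not independent. With the group kept as a covariate in ComBat, each of the 21 probes passed.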

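CLK2 (N_cont_pecten_69978) was at a log2 fluorescence of 5.98 ± 0.30 (SD, n = 8) in REL and 6.97 ± 0.43 (SD, n = 6) in STR oocytes. The difference of -0.99 (standard error 0.21) had an adjusted p of 0.0248 from limma with Benjamini-Hochberg adjustment and an exact permutation p of 0.000666. With each array left out in turn it stayed between -1.10 and -0.88, and the adjusted p of limma rose above 0.05 without REL1, STR2, STR3, STR5 or STR6, to 0.0691 at most. SON is represented by probes of both directions. Probe P_cont_pecten_34431 was not well above background in any released sample and in 5 of 6 stripped ones, and was at least 1.20-fold brighter in STR oocytes; it did not pass the filter on dim probes and was not among those tested. Probe P_cont_pecten_14260 was brighter in REL oocytes, at 4.71 ± 0.28 (SD, n = 8) against 4.18 ± 0.31 (SD, n = 6), and did not pass (log2 difference 0.54, adjusted p = 0.168 from limma; exact permutation p = 0.00599). It passed only with the group kept as a covariate in ComBat (adjusted p = 0.0449 from limma). Over this and the other ways of normalizing, filtering and adjusting for the slide, its adjusted p from limma lay between 0.0449 and 0.379.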

“Regulation of RNA splicing” was also enriched (FE: 8.93) with genes like *CDC-like kinase 2* (CLK2) and *SON DNA binding protein* (SON), both found more expressed in STR compared to REL oocytes. Likewise, the term “negative regulation of mRNA splicing, via spliceosome” (FE: 8.23), represented by splicing factors SRSF12 and SFSWAP, and *U2 small nuclear ribonucleoprotein auxiliary factor* (U2AF), was significantly overrepresented. 

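U2AF (N_cont_pecten_138820) was at 5.22 ± 0.51 (SD, n = 8) in REL and 6.68 ± 0.42 (SD, n = 6) in STR oocytes, without overlap between the groups (log2 difference -1.46, standard error 0.26, adjusted p = 0.00874 from limma with Benjamini-Hochberg adjustment; exact permutation p = 0.000333). SFSWAP (P_cont_pecten_91653) was higher in STR oocytes (log2 difference -1.63; 5.19 ± 0.98, SD, n = 8, against 6.81 ± 0.41, SD, n = 6), and its adjusted p of 0.0545 from limma did not pass (exact permutation p = 0.00466). It was well above background in 7 of 8 released samples, and passed without REL3 (adjusted p = 0.0275 from limma), without the slide adjustment (0.0302), with the group kept as a covariate (0.0156) and after normexp background correction (0.0390). Over these and the other ways of normalizing, filtering and adjusting for the slide, its adjusted p from limma lay between 0.0156 and 0.129. SRSF12 (P_cont_pecten_39220) was at 10.99 ± 0.26 (SD, n = 8) in REL and 11.54 ± 0.26 (SD, n = 6) in STR oocytes. Its log2 difference of -0.55 lies under the 1.5-fold threshold, with an adjusted p of 0.122 from limma (exact permutation p = 0.00333). With the group kept as a covariate in ComBat SRSF12 passed (log2 difference -0.68).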

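The probe for Beta-1,3-galactosyltransferase brn (N_cont_pecten_17710) was at a log2 fluorescence of 4.72 ± 0.56 (SD, n = 8) in REL and 3.60 ± 0.94 (SD, n = 6) in STR oocytes. It was well above background in 7 of 8 released and 3 of 6 stripped samples. Its difference of 1.12 (standard error 0.38) had an adjusted p of 0.172 from limma with Benjamini-Hochberg adjustment and an exact permutation p of 0.0120. Homeobox protein Cut (P_cont_pecten_14968) was at 8.02 ± 0.19 (SD, n = 8) and 7.44 ± 0.34 (SD, n = 6). The difference of 0.57 (standard error 0.17) was under 1.5-fold, with an adjusted p of 0.106 from limma and an exact permutation p of 0.000666. Neither gene passed the adjusted threshold here, and only Cut did so under another processing, with the group kept as a covariate in ComBat (log2 difference 0.68).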

The BP term “Ovarian follicle cell development” was also found significantly enriched (FE: 5.79), with *Beta-1*,*3-galactosyltransferase brn* and *Homeobox protein Cut* genes over-expressed in REL oocytes. Finally, among enriched BP, several terms related to cell division have been detected, such as “cell division” (FE: 1.64), and “mitotic cytokinesis” (FE: 4.94). 

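CKS1 (P_cont_pecten_5117) was more expressed in REL oocytes, at 8.59 ± 0.19 (SD, n = 8) against 7.93 ± 0.18 (SD, n = 6), without overlap between the groups (log2 difference 0.66, standard error 0.14, adjusted p = 0.0266 from limma with Benjamini-Hochberg adjustment; exact permutation p = 0.000333). Its log2 difference stayed between 0.62 and 0.71 with each array left out, and it did not pass without REL1, REL7, REL8, STR2 or STR5 or after normexp background correction (log2 difference 0.56). The next 3 genes were brighter in REL oocytes but did not pass limma's adjusted threshold. The log2 difference was 1.11 (standard error 0.37, adjusted p = 0.171 from limma; exact permutation p = 0.0176) for CCNO (N_cont_pecten_4026), 0.64 (standard error 0.20, adjusted p = 0.128 from limma; exact permutation p = 0.00633) for UBE2D1 (P_cont_pecten_6177) and 0.69 (standard error 0.23, adjusted p = 0.171 from limma; exact permutation p = 0.00400) for ERCC6L (P_cont_pecten_11426). CCNO varied most, with 6.46 ± 0.47 (SD, n = 8) in REL and 5.35 ± 0.99 (SD, n = 6) in STR oocytes. UBE2D1 was well above background in 4 of 6 stripped samples. With the group kept as a covariate in ComBat, CCNO and ERCC6L passed (log2 differences 1.33 and 0.83).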

Examples of probes involved in cell division and significantly more expressed in REL oocytes were those encoding *Cyclin-dependent kinases regulatory subunit 1* (CKS1), *Cyclin O* (CCNO), *Ubiquitin-conjugating enzyme E2-17 kDa* (UBE2D1) and ERCC6L. Conversely, *Cell division cycle 42* (CDC42) and *Protein MIS12 homolog* (MIS12) were more expressed in STR than REL oocytes. 

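Probe P_cont_pecten_140434 of CDC42 was at 5.79 ± 0.37 (SD, n = 8) in REL and 7.04 ± 0.72 (SD, n = 6) in STR oocytes, a log2 difference of -1.25 (standard error 0.28, adjusted p = 0.0374 from limma with Benjamini-Hochberg adjustment; exact permutation p = 0.000666). For P_cont_pecten_38502 of the same gene the difference was -1.04 (standard error 0.25, adjusted p = 0.0488 from limma; exact permutation p = 0.000999). The call of P_cont_pecten_140434 is near its threshold. It failed with the slide as a block (adjusted p = 0.0838 from limma), after normexp background correction, without the filter on dim probes and with the methods' t-test. It also failed without REL1, REL2, REL3, REL4, REL5, REL7, REL8, STR3, STR5 or STR6, each left out alone. Over the slide block and the other ways of normalizing, filtering and adjusting for the slide, the probe's adjusted p from limma lay between 0.00911 and 0.0838. Its log2 difference lay between -1.44 and -1.04 with each array left out in turn. The remaining CDC42 probe, P_cont_pecten_28762, was not well above background in any released sample and in 5 of 6 stripped ones, and was at least 2.41-fold brighter in STR oocytes; it did not pass the filter on dim probes. MIS12 (N_cont_pecten_32472) was at 11.95 ± 0.67 (SD, n = 8) and 12.76 ± 0.19 (SD, n = 6), and its difference of -0.81 (standard error 0.28) did not pass (adjusted p = 0.183 from limma; exact permutation p = 0.00500). In REL7 it lay lower than in any other sample, at 10.46.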

Noteworthy, additional transcripts more expressed in *P*. *maximus* STR oocytes were the egg yolk precursor *Vitellogenin-4* (VTG4; FC = 238), the *glycan binding Galectin-4* (GAL4, FC = 129), a *Fatty acid-binding protein* (FABP, FC = 90), the phosphotransferase *Arginine kinase* (AK, FC = 15), the detoxifying enzymes *Glutathione S-transferase sigma* (GSTS, FC = 46) and theta (GSTT, FC = 2.78), and the *Serotonin receptor 5-hydroxytryptamine receptor 4* (HTR4; FC = 2.94). 

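GAL4 and FABP were not well above background in any released sample and were so in all 6 stripped ones, so that only a lower bound of the fold can be given. Probe P_cont_pecten_148826 of GAL4 was at 8.15 ± 1.96 (SD, n = 6) in STR oocytes, at least 31.9-fold above REL oocytes (adjusted p = 0.000457 from limma with Benjamini-Hochberg adjustment; exact permutation p = 0.000333, the smallest that 8 against 6 samples allow). For P_cont_pecten_132417 of the same protein it was at least 14.5-fold (adjusted p = 0.000898 from limma). FABP (P_cont_pecten_19689) was at 7.78 ± 2.24 (SD, n = 6), at least 23.9-fold brighter (adjusted p = 0.000898 from limma). These 3 are the only probes of the genes named here that passed Bonferroni. In AK, 5 of 8 released and all 6 stripped samples were well above background for N_cont_pecten_145203, at 4.34 ± 1.86 (SD, n = 8) and 8.30 ± 1.62 (SD, n = 6), with overlap between the groups (log2 difference -3.96, standard error 0.87, adjusted p = 0.0319 from limma; exact permutation p = 0.00266). The other 3 AK probes gave -3.78, -3.72 and -2.71. The call of N_cont_pecten_145203 was lost with the methods' t-test and in the fit without the filter on dim probes (adjusted p of limma there 0.0527). Over that fit and the other ways of normalizing, filtering and adjusting for the slide, its adjusted p from limma lay between 0.00142 and 0.0527. The call was also lost without REL1, REL3, REL4, REL7, REL8, STR2, STR4, STR5 or STR6, each left out alone (log2 difference between -4.44 and -3.60). GSTS (P_cont_pecten_28788) was well above background in 1 of 8 released samples, REL5, and in all stripped ones, at 8.29 ± 2.03 (SD, n = 6; adjusted p = 0.00553 from limma; exact permutation p = 0.000666). With the dim samples set at the lowest signal called well above background on their arrays, it was at least 27.2-fold brighter in STR oocytes before slide adjustment. Its probe P_cont_pecten_140710, well above background in every sample, gave a log2 difference of -3.22. GSTT (P_cont_pecten_22003) was higher by a factor of 2.81 in STR oocytes but did not pass (4.84 ± 1.27, SD, n = 8, against 6.33 ± 1.02, SD, n = 6; adjusted p = 0.254 from limma; exact permutation p = 0.0306). Nor did HTR4 (P_cont_pecten_113091; log2 difference -1.45, standard error 0.37, adjusted p = 0.0609 from limma; exact permutation p = 0.00466), which was well above background in 3 of 8 released samples. HTR4 passed without REL3 (adjusted p = 0.0399 from limma), without the slide adjustment (0.0328), with the group kept as a covariate (0.00911) and after scaling to the 75th percentile (0.0398). Over these and the other ways of normalizing, filtering and adjusting for the slide, its adjusted p from limma lay between 0.00911 and 0.0965.

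**Figure D3:**
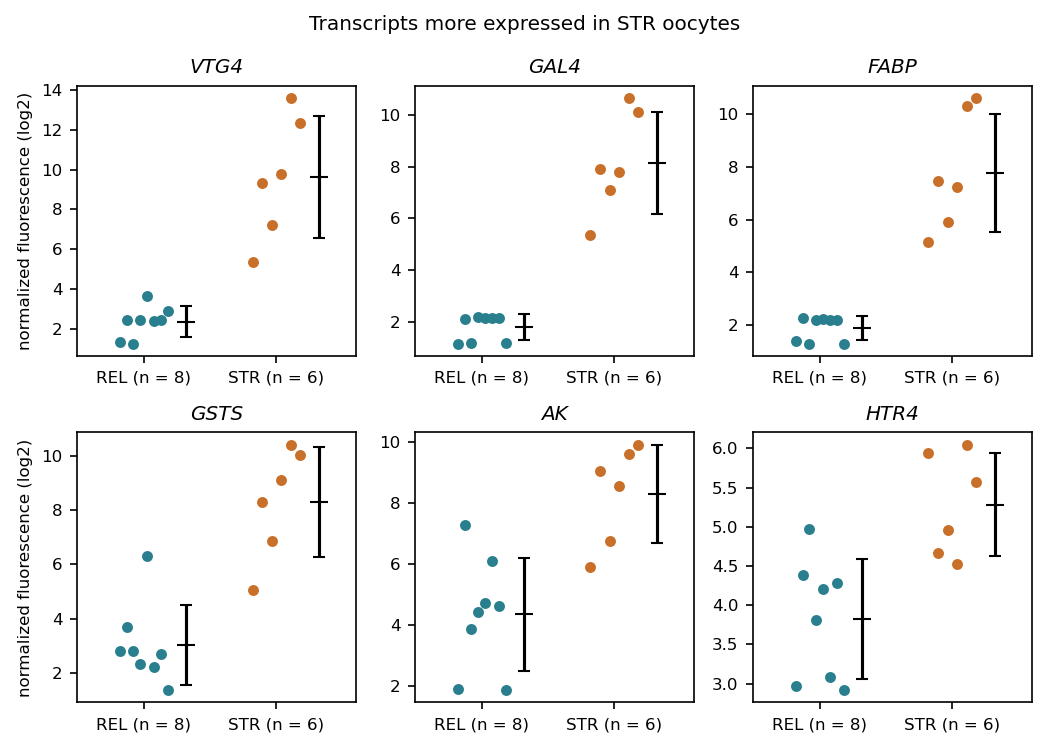
Normalized log2 fluorescence after slide adjustment (y axis) of 6 transcripts in the 8 REL and 6 STR samples, 1 point for each female, with the mean and SD beside each group. In VTG4, GAL4 and FABP all released samples lie at background and all stripped samples above them; in GSTS, AK and HTR4 single released samples overlap the stripped range, such as REL5 at 6.32 in GSTS.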

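DGKH (N_cont_pecten_1782) was at a log2 fluorescence of 6.28 ± 0.75 (SD, n = 8) in REL oocytes and was well above background in 1 of 6 stripped samples. Its groups did not overlap (log2 difference 2.65, standard error 0.38, adjusted p = 0.00262 from limma with Benjamini-Hochberg adjustment; exact permutation p = 0.000333). The stripped values lie mostly at background, so that the size of the difference is uncertain. AKIR2 (N_cont_pecten_2030) was at 8.68 ± 0.45 (SD, n = 8) in REL and 5.64 ± 2.54 (SD, n = 6) in STR oocytes, where 3 of 6 samples were well above background. The difference of 3.04 (standard error 0.82) had an adjusted p of 0.0804 from limma and an exact permutation p of 0.000666. The stripped samples were split. AKIR2 was at 8.19 in STR2, 7.86 in STR6 and 7.58 in STR3, near the released range of 7.87 to 9.23. In STR1, STR4 and STR5 it was at 4.17, 3.83 and 2.23. Of the arrays left out in turn, only STR2 changed the call, with a log2 difference of 3.55 without it (adjusted p = 0.0405 from limma). AKIR2 also passed without the slide adjustment (adjusted p = 0.0494 from limma), with the group kept as a covariate (0.0104) and after normexp background correction (0.0446). Over these and the other ways of normalizing, filtering and adjusting for the slide, its adjusted p from limma lay between 0.0104 and 0.118. Both IDH3B probes were brighter in REL oocytes, by a log2 difference of 0.71 (N_cont_pecten_19662; exact permutation p = 0.0706) and 0.70 (P_cont_pecten_26995; exact permutation p = 0.0769), within the spread between females, and passed under no processing tried (adjusted p = 0.370 and 0.402 from limma).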

Probes expressed at higher levels in REL oocytes were those coding for *nuclear protein Akirin-2* (AKIR2; FC = 9), *Diacylglycerol kinase eta* (DGKH; FC = 7.46) generating phosphatidic acid (PA), and *mitochondrial Isocitrate dehydrogenase [NAD] subunit beta* (IDH3B; FC = 1.76).

**Fig 4:**
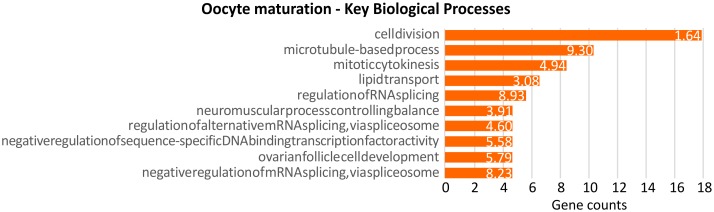
Enrichment analysis of DEGs between stripped and released oocytes. Significant enriched BP_direct terms obtained through the enrichment analysis performed on DEGs between STR and REL oocytes. The orange bars identify the number of the correlated genes belonging to the annotation term. Only terms with minimum gene counts of 5 were reported. Numbers beside the bars correspond to the Fold Enrichment reported for each term.

## Discussion

A key aspect deserving special attention is the generally low D-larval rates obtained from the fertilization of the eight females spawning, ranging from 0.4% to 17.4% (Fig 1). In bivalves, individual variability in oocyte quality is commonly observed [16, 40] representing a key factor in hatchery-based shellfish production. Notably, previous studies carried out in the great scallop demonstrated that D-larval rates achieved in hatchery conditions are particularly low [41] especially if compared to what experienced in other commercial bivalves such as in the Pacific oyster *C*. *gigas* [39]. In our study, broadly different performances were reported across scallops (Fig 1). Because both environmental and experimental conditions were kept uniform across animals, such variability was most likely due to the intrinsic quality of oocytes of each individual.

The enrichment analysis carried out on the transcripts significantly correlated with hatching rates, pointing out several biological processes that most probably regulate the quality of scallop spawned oocytes and determine their fate (S3 Table). Overall, the expression level of genes involved in cytoskeletal dynamics, mRNA processing, DNA damage, apoptosis, and cell-cycle play an important role in assuring oocyte competence and sustaining the very first larval development in scallop (Fig 5). For the sake of clarity, these biological processes will be discussed separately.

**Fig 5:**
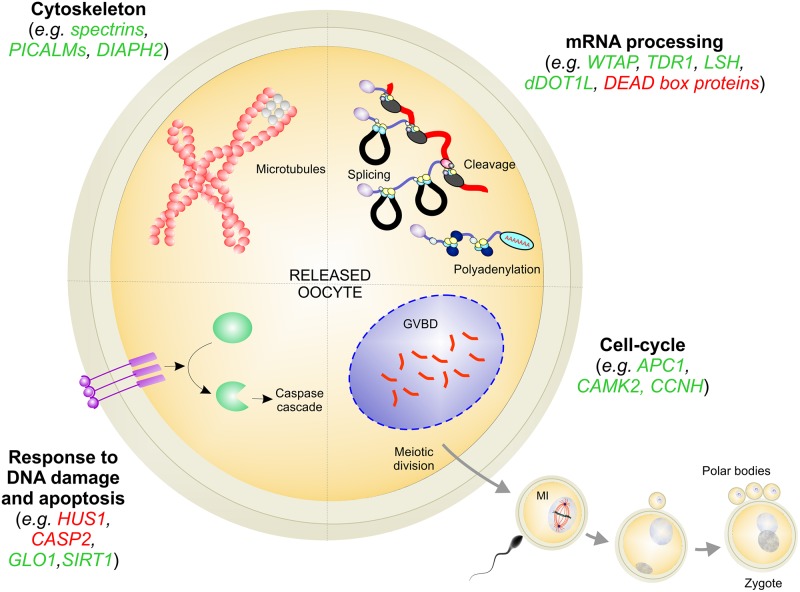
Main processes affecting oocyte quality. Genes positively and negatively correlated with D-larval rates were reported in green and in red colour, respectively.

### Cytoskeleton

Seven probes positively correlated to oocyte quality showed a high sequence similarity with alpha and beta spectrins. 

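Of the 7 spectrin probes, 4 carry the name of a beta and 3 that of an alpha spectrin. Their R ran from 0.685 to 0.880 (median 0.821), with exact permutation p between 0.00186 and 0.0586, and 6 passed both thresholds. The highest R was that of a beta spectrin (N_cont_pecten_2985; exact permutation p = 0.00618, adjusted 0.0159 over the list alone and 0.609 over all probes; rho = 0.881, exact permutation p = 0.00724), which had R = 0.907 without REL7 and REL8 and 0.884 given the slide. At the other end, alpha spectrin N_cont_pecten_120790 did not pass (R = 0.685, exact permutation p = 0.0586, adjusted 0.0638 and 0.793; rho = 0.595, exact permutation p = 0.132). It passed without REL4 or without REL7. Alpha spectrin N_cont_pecten_11197 had an R of 0.821 over the 8 females (exact permutation p = 0.0157; rho = 0.429, exact permutation p = 0.299) and 0.0400 without REL7 and REL8. It did not pass without REL8. Over the 7 probes R without these females ran from 0.0400 to 0.907.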

Spectrins act as actin crosslinking and molecular scaffolds and a few studies suggested that they may function globally in coordinating cytoskeletal functions within epithelial tissues during early embryo development (*e*.*g*. [42*–*43]).

A putative member of the kinesin superfamily of microtubule-associated motors (KIF14), highly correlated to D-larval rate, was demonstrated in *Xenopus* oocytes to be required for mitotic cytokinesis and to bind the central spindle [44]. Despite at a lower significance, additional kinesins, such as KIF6 and KIF2A, appeared to be more expressed in scallop oocytes having the highest hatching rate. 

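KIF6 (P_cont_pecten_11265) had an R of 0.845 with the D-larval rate (exact permutation p = 0.0115, adjusted 0.0198 over the list alone and 0.656 over all probes) and a rho of 0.690 (exact permutation p = 0.0694), with R = 0.895 without REL7 and REL8 and 0.840 given the slide. Without REL8 alone KIF6 did not pass (R = 0.647). KIF2A (P_cont_pecten_66229) lay just past the threshold, with R = 0.713 (exact permutation p = 0.0482, adjusted 0.0542 and 0.778) and rho = 0.50 (exact permutation p = 0.216). Its R was 0.641 without REL7 and REL8 and 0.741 given the slide, where it no longer passed. Nor did KIF2A pass without REL1, REL3, REL4 or REL8 (0.535 without REL8).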

Oocyte kinesin stocks might play a crucial role in coordinating interactions between actin and microtubule cytoskeleton of the scallop embryo, and thereby contribute to faithful cytokinesis occurring in the early developmental phases.

Furthermore, four probes encoding PICALM were positively correlated to oocytes competence. 

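The 4 PICALM probes had R values of 0.945 (P_cont_pecten_116800), 0.930 (P_cont_pecten_17114), 0.759 (N_cont_pecten_185608) and 0.673 (P_cont_pecten_81289), with exact permutation p of 0.000471, 0.000744, 0.0280 and 0.0700. Adjusted over the list alone these were 0.00918, 0.00918, 0.0382 and 0.0741. The values from the t-test of R over all probes were 0.446, 0.505, 0.756 and 0.797. In the same order, rho was 0.905, 0.881, 0.667 and 0.595 (exact permutation p of 0.00456, 0.00724, 0.0831 and 0.132), and R given the slide 0.949, 0.932, 0.790 and 0.752. Over the 6 females other than REL7 and REL8 the first 2 kept an R of 0.768 and 0.775, while the others fell to 0.197 and 0.0262. Probe P_cont_pecten_81289 did not pass both thresholds; it did without the slide adjustment, with the 8 released arrays normalized alone, and without REL2 or REL6.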

PICALMs are the major proteins recruiting clathrin to cell membranes at sites of coated-pit formation and clathrin-vesicle assembly, thus mediating endocytosis of plasma membrane receptors, channels, and transporters, as well as transmembrane proteins and various soluble macromolecules [45]. Besides PICALMs, the mRNA expression of two additional molecules involved in clathrin-mediated endocytosis was positive related to D-larvae yield: the enzyme Synaptojanin-1 and the accessory protein Epsin-2 (see the review [46]). Such multiple lines of evidence suggest two hypotheses on the importance of the endocytic complex in scallop REL oocytes. 

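Synaptojanin-1 (P_cont_pecten_44168) had R = 0.734 (exact permutation p = 0.0355, adjusted 0.0434 over the list alone and 0.770 over all probes) and rho = 0.786 (exact permutation p = 0.0279). Its R was 0.608 without REL7 and REL8 and 0.776 given the slide. Synaptojanin-1 did not pass without REL1, REL2, REL3 or REL8, with R between 0.392 (without REL8) and 0.846 over the females left out in turn. Epsin-2 (P_cont_pecten_61208) had R = 0.740 (exact permutation p = 0.0313, adjusted 0.0402 and 0.763) and rho = 0.571 (exact permutation p = 0.151), with 0.740 given the slide. Leaving out REL7 and REL8 took its R to -0.0832, the only change of sign among the named genes. It did not pass without REL1, REL2, REL3, REL5, REL7 or REL8 (R from 0.536 to 0.909 with each female left out), nor with the slide as a block.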

First, a higher abundance of these transcripts could better sustain endocytic processes, which provide nutrients and mediate cellular signalling during early larval development. Secondly, we hypothesize that these transcripts in *P*. *maximus* oocytes might be translated during the first life stages activating mitogenic signalling pathways of crucial importance for cell growth and differentiation.

Finally, DIAPH2 was also positively correlated to D-larval rate. 

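DIAPH2 has 2 probes. The probe P_cont_pecten_9460, well above background in 6 of the 8 females, had R = 0.833 (exact permutation p = 0.00876, adjusted 0.0191 over the list alone and 0.656 over all probes) and rho = 0.762 (exact permutation p = 0.0368). For P_cont_pecten_96393, bright in all 8, R was 0.712 (exact permutation p = 0.0461, adjusted 0.0532 and 0.778) and rho 0.548 (exact permutation p = 0.171). Without REL7 and REL8 R was 0.541 and 0.170, and given the slide 0.890 and 0.761. Without REL8 alone P_cont_pecten_9460 did not pass (R = 0.725). With each female left out in turn, the R of P_cont_pecten_96393 ran from 0.401 to 0.860.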

DIA proteins are required for proper spindle formation, actin tubulin organization, cytokinesis and microtubule–kinetochore attachment, thus they are expected to play a crucial role in oocyte maturation. In the starfish *Asterina pectinifera* inhibition of DIAPH2 activity prevented cleavage furrow closure and resulted in polar body extrusion failure [47].

### mRNA processing

Once oocytes are released, meiosis resumption occurs and mRNA transcription is generally thought to cease [48]. However, translation of the stored pool of mRNAs continues throughout the final stages of meiosis [49] to synthetize proteins that are crucial to support oocyte maturation (meiotic maturation), as well as the phase prior to zygote-embryonic genome activation [50]. This evidence let us hypothesize that scallop spawned oocytes encoding the more “suitable” pool of molecules involved in the mRNA processing dynamics are those assuring higher D-larval rates.

WTAP, positively correlated with developmental competence, is a regulatory subunit of a methyl-transferase complex that has been demonstrated to act as a mRNA splicing regulator in human and mouse [51]. The importance of this gene during the early development has been proved in zebrafish embryo, where a WTAP knockdown caused marked tissue differentiation defects and increased apoptosis [52].

TDRD1, more expressed in oocytes with the highest D-larval rate, mediates the repression of transposable elements during meiosis in mice and zebrafish by acting via piwi-interacting RNA metabolic process [53]. The tudor gene was originally discovered in *D*. *melanogaster* in a screen for maternal factors that regulate embryonic development or fertility [54].

An important role is suggested also for epigenetic processes, as demonstrated by the observed transcriptional levels of LSH and histone H3-K79 methyl-transferase (dDOT1L), both positively correlated with developmental competence. 

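Probe P_cont_pecten_150788 of LSH had an R of 0.756 (exact permutation p = 0.0295, adjusted 0.0394 over the list alone and 0.756 over all probes) and a rho of 0.595 (exact permutation p = 0.132). Its R was 0.281 without REL7 and REL8 and 0.780 given the slide. dDOT1L (N_cont_pecten_41855) had R = 0.816 (exact permutation p = 0.0128, adjusted 0.0214 and 0.662) and followed the rates closely by rank (rho = 0.905, exact permutation p = 0.00456). Its R was 0.619 without REL7 and REL8, 0.692 without REL8 alone, where it did not pass, and 0.886 given the slide.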

LSH is a chromatin remodelling protein acting as epigenetic regulator [55]. Interestingly, a previous study reported that in mice LSH is essential for the establishment of homologous-chromosome synapsis, thus allowing the completion of meiosis [56]. Similarly, LSH disruption in mice caused global hypomethylation, developmental growth retardation, and a premature aging phenotype [57]. dDOT1L is a histone methyl-transferase specific for lysine 79 of histone H3 playing important roles in meiosis progression and supposed to be associated with chromosome deacetylation of mouse oocytes [58].

Additional probes whose expression changed according to D-larval rates were those coding for DEAD box proteins DDX55, DDX19A, DDX39A, DDX39B and DEAD box protein UAP56. DEAD box proteins regulate RNA secondary structure and are involved in translation initiation, ribosome assembly, RNA splicing and mRNA turnover in an ATP-dependent reaction. Thus, they are expected to play a central role in the oocyte, where stockpiled mRNAs are used to sustain oocyte maturation, fertilization and embryo development until the embryonic genome is activated. In the present study, DEAD box proteins were negatively correlated to D-larval rates. 

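The text names 11 probes of DEAD box proteins, all with a negative R, of which 10 passed both thresholds. DDX39B (4 probes), DDX39A (3) and UAP56 (2) had R values between -0.944 and -0.870 (median -0.886), with exact permutation p from 0.000893 to 0.00439. These 9 probes moved almost as 1, with a median R of 0.963 between pairs of them over the 8 females, so that they are not independent. Probe sequences were not compared, so the 9 probes may not stand for separate genes. The lowest R was that of DDX39B (P_cont_pecten_30337; adjusted p 0.00918 over the list alone and 0.446 over all probes, rho = -0.786, exact permutation p = 0.0279; R given the slide -0.953). DDX39A (P_cont_pecten_38293) had R = -0.886 (exact permutation p = 0.00439) and UAP56 (P_cont_pecten_149903) R = -0.871 (exact permutation p = 0.00372), with rho = -0.762 in both (exact permutation p = 0.0368) and -0.898 and -0.881 given the slide. Over the females other than REL7 and REL8 the R of the 9 probes lay between -0.891 and -0.599. DDX55 (P_cont_pecten_56317) falls into separate clusters, at 5.47 and 5.23 in REL7 and REL8 and between 8.81 and 10.15 in the other 6 females, among which its R was -0.189; over all 8 the relation rests on REL7 and REL8. DDX19A (P_cont_pecten_30120) did not pass (R = -0.664, exact permutation p = 0.0756, adjusted 0.0789 and 0.797; rho = -0.286, exact permutation p = 0.501), and its fluorescence spanned 1.26-fold over the females. It passed without the slide adjustment (R = -0.726), after scaling to the 75th percentile, after normexp background correction, with the released arrays normalized alone, and without REL7.

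**Figure D4:**
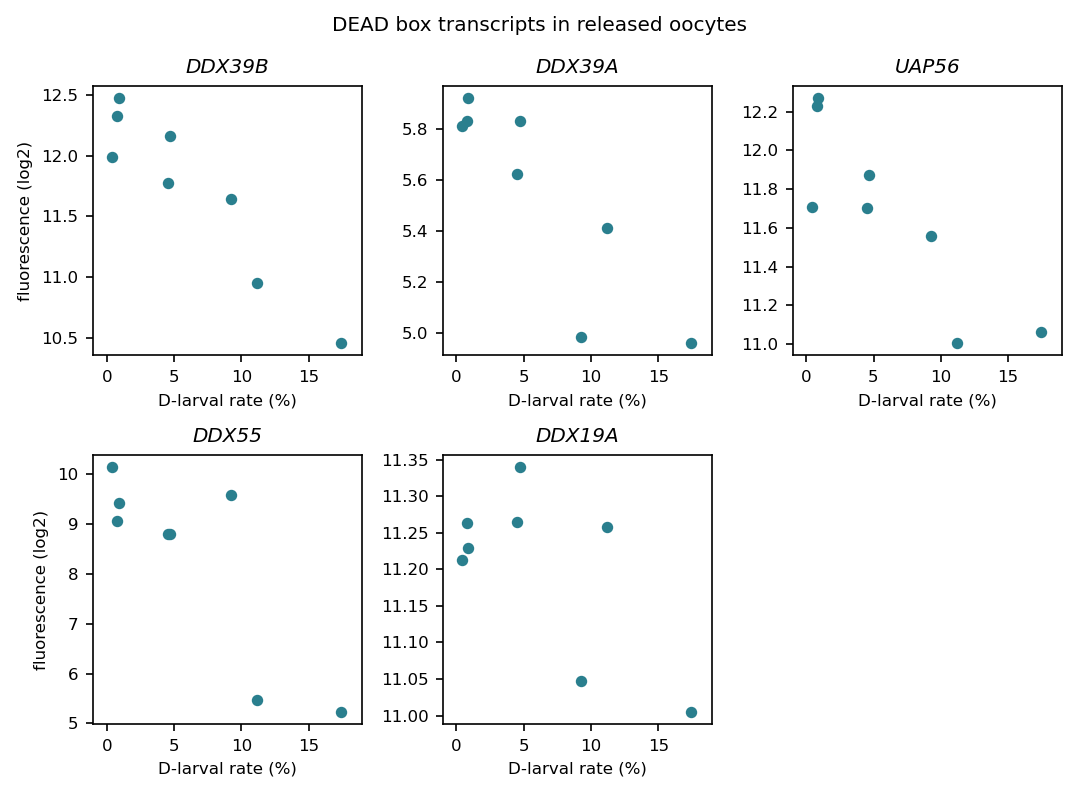
Log2 fluorescence of probes with 5 DEAD box protein names (y axis) against the D-larval rate in % (x axis), 1 point for each of the 8 released females and 1 probe for each name. DDX39B, DDX39A and UAP56 fall with the rate; in DDX55 REL7 and REL8 stand apart from the other females, and DDX19A moves only between 11.01 and 11.34.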

Despite the function of these proteins has been scarcely explored in bivalve oocytes (*e*.*g*. [59]), a previous study conducted in the Atlantic surf clam, *Spisula solidissima*, suggested that a DEAD box protein represses translation of maternal mRNA in early development [60]. Moreover, Minshall and co-workers demonstrated that the helicase activity may be attenuated during meiotic maturation, prior to cytoplasmic polyadenylation, allowing mRNA translation of key developmental proteins. Accordingly, the higher mRNA expression of DEAD box proteins in poor-quality REL oocytes might reflect stronger repression of translation and lower maturation level, compared to oocytes with higher D-larval rates.

### Response to DNA damage and apoptosis

Programmed cell death may lead to DNA fragmentation and oocyte degeneration [61], meaning poor oocyte quality and lower fertility in mammals [62–63]. Thus, apoptosis in oocytes has been considered a marker of oocyte quality and its capacity to develop into a viable embryo. There are several evidence supporting the idea that apoptosis in the oocyte can affect embryo quality because of the presence of maternal mRNAs stored in the oocyte that regulate the apoptotic mechanism [64–65].

In the present study, several transcripts correlated with oocyte quality were involved in cellular response to DNA damage stimuli. *Checkpoint protein HUS1* (Fig 3) and *DNA damage-binding protein 2* (DDB2) were negatively associated to D-larval rates. HUS1 is a component of the 9-1-1 cell-cycle checkpoint response complex. In *Drosophila* it plays a major role in homologous recombination DNA repair [66] and is essential for activation of the meiotic checkpoint [67]. Human DDB2 plays important roles in nucleotide excision repair and it is critical in deciding cell fate (apoptosis or arrest) upon DNA damage [68]. Thus, overexpression of HUS1 and DDB2 in poor quality oocytes suggests the presence of DNA damage. Conversely, RTEL1 and SIRT1 (Fig 3) were positively correlated with D-larval rates. 

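HUS1 (P_cont_pecten_158369) had an R of -0.770 with the D-larval rate (exact permutation p = 0.0248, adjusted 0.0357 over the list alone and 0.740 over all probes) and a rho of -0.786 (exact permutation p = 0.0279), and spanned 2.92-fold over the females. It held without REL7 and REL8 (R = -0.819) and given the slide (-0.831), and ran from -0.901 to -0.705 with each female left out in turn, not passing without REL1, REL2, REL3 or REL8. DDB2 (N_cont_pecten_14226) had R = -0.868 (exact permutation p = 0.00474, adjusted 0.0135 and 0.635) and rho = -0.833 (exact permutation p = 0.0154), with a 5.77-fold span. Its R was -0.455 without REL7 and REL8, -0.735 without REL8 alone, where it did not pass, and -0.918 given the slide. A further DDB2 probe, P_cont_pecten_23906, did not pass (R = -0.690, exact permutation p = 0.0594, adjusted 0.0638 and 0.788; rho = -0.595, exact permutation p = 0.132); it passed with the slide as a block (R = -0.816), after scaling to the 75th percentile and without REL3. From transcripts that were higher in the females of low D-larval rate, together with the known roles of HUS1 and DDB2 in checkpoint response and DNA repair, the paper proposes that oocytes of poor quality carry DNA damage.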

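RTEL1 (N_cont_pecten_8398) had R = 0.829 (exact permutation p = 0.0102, adjusted 0.0198 over the list alone and 0.656 over all probes) and rho = 0.833 (exact permutation p = 0.0154). Its R stayed at 0.792 without REL7 and REL8 and 0.838 given the slide, and was 0.706 without REL8 alone, where it did not pass. SIRT1 (P_cont_pecten_47036) followed the rates by rank (rho = 0.881, exact permutation p = 0.00724), but its Pearson's R of 0.634 did not pass (exact permutation p = 0.0915, adjusted 0.0941 and 0.811; 0.691 given the slide). REL8, the female with the highest rate, decides this: SIRT1 was at 5.90 there and at 6.33 in REL7, and R was 0.945 without REL8 and 0.916 without REL7 and REL8. Against log10 of the rate SIRT1 passed (R = 0.740).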

RTEL1 is an ATP-dependent DNA helicase required to suppress inappropriate homologous recombination, thereby playing a central role in the protection of genome against instability. SIRT1 is a NAD-dependent deacetylase suggested to be a marker of oxidative stress and aging in mammals [69–70] and it has been demonstrated to protect oocytes against oxidative stress in mouse [71]. Similarly, in pigs, sirtuins are involved in cortical polarity and spindle organization and their inhibition adversely affects oocyte meiosis [72]. SIRT1 and GLO1 (Fig 3) have been also demonstrated to participate in the cellular pathways activated by the oocyte to counteract methylglyoxal (MG), a highly reactive dicarbonyl promoting AGE (advanced glycation end-products) accumulation and oxidative stress [73]. Here, GLO1 expression was highly correlated (R = 0.96) to scallop developmental competence (Fig 3).

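Probe N_cont_pecten_118978 of GLO1 had an R of 0.910 (exact permutation p = 0.00181, adjusted 0.0117 over the list alone and 0.542 over all probes) and a rho of 0.857 (exact permutation p = 0.0107), and spanned 4.81-fold over the 8 females. The other probe, P_cont_pecten_34002, had R = 0.886 (exact permutation p = 0.00260, adjusted 0.0117 and 0.583) and rho = 0.952 (exact permutation p = 0.00114). Leaving out REL7 and REL8 gave 0.788 and 0.775, and given the slide R was 0.926 and 0.902.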

Several transcripts that encode molecules regulating apoptosis were correlated to D-yield. The most interesting transcripts were those coding for Large proline-rich protein BAG6, CASP2, GADD45 alpha and BIRC6. BAG6 plays a role in protein folding and proteasomal degradation [74] and is involved in DNA damage-induced apoptosis. In *Xenopus* egg extracts, binding of apoptosis inducer factor Reaper to BAG6 promoted cytochrome c-mediated caspase activation leading to cell death [75]. CASP2 is crucial for oocyte apoptosis in the mouse and in *X*. *laevis* [76], since it induces apoptosis by releasing pro-apoptotic proteins from mitochondria. 

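BAG6 (P_cont_pecten_26335) had an R of -0.899 with the D-larval rate (exact permutation p = 0.00171, adjusted 0.0117 over the list alone and 0.548 over all probes) and a rho of -0.905 (exact permutation p = 0.00456), and kept -0.925 without REL7 and REL8 and -0.915 given the slide. CASP2 has 2 probes, well above background in 7 and 6 of the 8 females. Their R was -0.877 (N_cont_pecten_218259; exact permutation p = 0.00432, adjusted 0.0132 and 0.626) and -0.804 (N_cont_pecten_43203; exact permutation p = 0.0151, adjusted 0.0242 and 0.680), and their rho -0.857 and -0.667 (exact permutation p = 0.0107 and 0.0831). Without REL7 and REL8 R was -0.794 and -0.726, and given the slide -0.925 and -0.887. Leaving out REL8 alone took N_cont_pecten_218259 to -0.692, under its threshold. With each female left out in turn, the R of N_cont_pecten_43203 ran from -0.915 to -0.498.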

Evidence that BAG6 and CASP2 negatively correlated with D-larval rates (Fig 3) suggests that programmed cell death has likely a high incidence in oocytes with low developmental competence. This was also suggested in *R*. *decussatus* oocytes, showing a negative correlation between D-larval yield and Caspase 8 (CASP8) [20]. GADD45A is a stress-inducible nuclear protein involved in maintenance of genomic stability, senescence, apoptosis, DNA repair [77] and suppression of cell growth, and has a key role in active DNA demethylation that occurs in *Xenopus* oocytes [78]. 

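Fluorescence of GADD45A in log2 was 4.42, 4.36 and 4.79 in the females with rates under 1%, 4.49 and 4.19 in REL4 and REL5, 4.21 in REL6 and 4.53 in REL7, and 3.39 in REL8, the only released sample in which it was not well above background. The 7 females other than REL8 thus lay between 4.19 and 4.79, and it is REL8 that sets the relation with the rate.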

The negative correlation between GADD45 expression and D-yields corroborates the hypothesis that oocytes with low developmental competence might exhibit elevated apoptosis. Conversely, BIRC6 was expressed at higher extent in oocytes with higher D-larval rates. 

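BIRC6 (P_cont_pecten_22915) had an R of 0.916 with the D-larval rate (exact permutation p = 0.000744, adjusted 0.00918 over the list alone and 0.542 over all probes) and a rho of 0.905 (exact permutation p = 0.00456). Its R was 0.723 without REL7 and REL8, 0.939 given the slide and between 0.863 and 0.950 with each female left out in turn. The span over the 8 females was small, 1.39-fold from the lowest to the highest, and BIRC6 did not pass limma's test of the slope.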

BIRC6 is believed to inhibit apoptosis by targeting key cell-death proteins, thus a higher transcription in REL oocytes might be linked to protection from programmed cell death. Similarly, BIRC6 expression is crucial for embryo survival during bovine preimplantation embryo development [79].

### Cell-cycle

Several transcripts acting through cell-cycle were correlated to D-larval rates. APC1 was more expressed in oocytes with the highest D-larval rates. 

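In log2 fluorescence APC1 was lowest in REL1 (5.58), the female with the lowest rate, and highest in REL6 (6.61) and REL8 (6.57), a span of 2.04-fold. REL7 lay at 6.24 and the remaining females between 5.70 and 6.09. With each female left out in turn R lay between 0.801 and 0.909.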

APC is an E3 ubiquitin-ligase essential for progression through meiosis since it promotes Cyclin B destruction and meiotic exit until fertilization occurs. Notably, APC has been recognized in mammals as a key molecular determinant of oocyte quality of direct relevance to reproductive performance [80]. APC is activated by the Ca2+ signal by a meiosis-specific mechanism via calcium/calmodulin-dependent kinase II (CAMK2) [81]. 

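The probe for the CAMK2 alpha chain (N_cont_pecten_16003) had R = 0.849 with the D-larval rate (exact permutation p = 0.00957, adjusted 0.0193 over the list alone and 0.656 over all probes) and R = 0.858 given the slide. By rank the relation was weaker (rho = 0.548, exact permutation p = 0.171). Without REL7 and REL8 R was 0.199, and without REL8 alone R was 0.648 and did not pass.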

A putative scallop CAMK2 alpha chain was highly correlated with oocyte competence, thus reinforcing the hypothesis that also in scallop oocytes, as in model species [82], APC Ca-dependent signaling might enable meiosis progression.

Gene expression of a putative Cyclin H (CCNH) was lower in oocytes showing poor developmental competence compared to discrete-quality oocytes. 

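CCNH (N_cont_pecten_11448) had an R of 0.626 with the D-larval rate, which did not pass (exact permutation p = 0.0991, adjusted 0.0991 over the list alone and 0.816 over all probes), and a rho of 0.690 (exact permutation p = 0.0694). Its R was 0.495 without REL7 and REL8 and 0.627 given the slide. CCNH passed only without REL3 (R = 0.775), and with other females left out R went down to 0.565.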

Despite the functions of CCHN in meiosis have been poorly investigated, this evidence is in accordance with a previous study demonstrating that suppression of CCNH inhibits pig early meiotic resumption and maturation to MII [83].

Additional interesting genes significantly correlated to D-larval rates were *Heparanase* (HPSE), *Anoctamin-7* (ANO7), *Phospholipase C-beta-1* (PLCb1) and P*rotein disulfide-isomerase A4* (PDIA4; Fig 3). 

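Of the 3 HPSE probes, N_cont_pecten_215520 and N_cont_pecten_71934 had R values of 0.953 and 0.950, and in both the fluorescence followed the order of the 8 rates without exception (rho = 1, exact permutation p = 4.96e-05, the smallest these females allow). The exact permutation p of R was 2.48e-05 in both and 0.000893 adjusted over the list alone. The value from the t-test of R over all probes was 0.446. They kept 0.947 and 0.954 without REL7 and REL8 and 0.963 and 0.965 given the slide, and spanned 5.91-fold and 4.95-fold over the females. The other probe, N_cont_pecten_97864, had R = 0.703 (exact permutation p = 0.0466, adjusted 0.0532 and 0.779; rho = 0.690, exact permutation p = 0.0694), just under the value of 0.707 that the p threshold needs. Its R was 0.257 without REL7 and REL8. ANO7 (N_cont_pecten_206922) had R = 0.937 (exact permutation p = 0.00228, adjusted 0.0117 and 0.491; rho = 0.762, exact permutation p = 0.0368). For PLCb1, P_cont_pecten_38870 had R = 0.897 (exact permutation p = 0.00211, adjusted 0.0117 and 0.548; rho = 0.810, exact permutation p = 0.0218) and P_cont_pecten_87041 R = 0.838 (exact permutation p = 0.00742, adjusted 0.0171 and 0.656; rho = 0.786, exact permutation p = 0.0279). PDIA4 (P_cont_pecten_5777) had R = 0.853 (exact permutation p = 0.00677, adjusted 0.0163 and 0.656; rho = 0.833, exact permutation p = 0.0154). Without REL7 and REL8 R was 0.707 for ANO7, 0.563 and 0.406 for PLCb1 and 0.527 for PDIA4, and given the slide it was 0.948, 0.913, 0.837 and 0.885.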

HPSE is an endoglycosidase that cleaves heparan sulfate, thus participating in degradation and remodeling of the extracellular matrix. Notably, HPSE supplementation resulted in approximately a two-fold increase in mouse embryo implantation rate in vivo [84]. Anoctamins have been proposed to be responsible for Ca2+-activated Cl− currents and in *Xenopus* oocytes these channels play a role in the fast block to polyspermy [85]. PLCb1 is a phosphoinositide-specific phospholipase having a role in resumption of meiosis in the mouse oocyte [86–87]. PDIs are chaperone molecules advantageous for the viability and immune protection of eggs and early embryos of Pacific oyster, and it is up-accumulated in good quality oyster oocytes [19]. Previous studies reported that PDIs are involved in oocyte development [88] and sperm–egg fusion at fertilization [89–90], suggesting that also sperm–egg interaction are crucial determinants in oocytes quality and developmental success.

### *P*. *maximus* oocyte maturation

Gene expression analysis and evaluation of DEGs between oocytes before and after spawning provides a first overview on transcriptome changes that are most likely correlated with scallop stripped oocyte infertility. Key biological processes affecting oocyte maturation were those regulating cell division, with several genes being more expressed in REL oocytes. Two interesting examples are CKS1 and CCNO. CKS1 encodes a protein that binds to cyclin-dependent kinases and regulates cell-cycle progression [91]. In *C*. *elegans*, CKSs were demonstrated to have an essential role in meiosis M phase exit [92]; mice lacking CKS2, a mammalian homolog of yeast CKS1, were viable but sterile due to failure of female germ cells to progress past the first meiotic metaphase [93]. Likewise, CCNO is a cyclin acting as upstream regulator of MPF and demonstrated to play an important role in mouse oocytes since the CCNO knockdown blocked meiosis resumption [94]. Thus, higher expression of transcripts encoding CKS1 and CCNO in REL oocytes, might suggest that higher synthesis of cell-cycle regulators is necessary for scallop oocyte maturation. Conversely, we found a few cell-cycle genes that were more expressed in immature oocytes compared to REL oocytes. This is the case of CDC42, a member of the Rho family of small guanosine triphosphatase proteins, playing pivotal roles in the establishment of mouse oocyte cellular polarity [95]. In mouse, CDC42 high-expression levels have been revealed in Germinal Vesicle (GV) stage oocytes (prophase I stage) and the expression decreased up to the 2-cell (2C) stage embryo [96].

Noteworthy, a few genes included in the enriched term “ovarian follicle cell development were more expressed in REL oocytes. The transcript encoding BRAINIAC protein (Beta-1,3-galactosyltransferase brn) was an interesting example. *D*. *melanogaster* BRAINIAC is a secreted protein produced by oocytes and its activity is needed in the germ line for proper organization of the follicle [97].

The probe showing the higher FC was the one encoding *Vitellogenin* (Vg-4), being more expressed in STR oocytes. Vitellogenins are large phospholipoglycoprotein precursors that are cleaved to generate yolk storage proteins traditionally regarded as the energy reserve for nourishment of the developing embryo [98]. Higher Vg expression in STR compared to REL oocytes likely reflects maturation stage. 

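VTG4 (P_cont_pecten_5618) was not well above background in any released sample and was so in all 6 stripped ones. In log2 fluorescence it was at 5.38 in STR1, 9.33 in STR2, 7.20 in STR3, 9.80 in STR4, 13.58 in STR5 and 12.36 in STR6, a mean of 9.61 ± 3.07 (SD, n = 6). STR oocytes were at least 89.3-fold brighter than REL oocytes. The groups did not overlap (adjusted p = 0.00204 from limma with Benjamini-Hochberg adjustment; exact permutation p = 0.000333, the smallest that 8 against 6 samples allow), while the wide spread between the stripped females left the Bonferroni value at 0.121. From the higher vitellogenin expression in STR oocytes and from the vitellogenesis that intra-gonadal oocytes undergo before release, the paper proposes that the difference reflects the stage of maturation.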

In fact, intra-gonadal oocytes arrested in prophase I, before being released and fertilized, undergo a period of vitellogenesis [99] that requires extensive Vg synthesis. In *M*. *galloprovincialis*, vitellogenesis seems to stop before spawning, since full-grown intra-gonadal oocytes do not express Vg mRNA [100].

Nutrients and energy reserves are key factors in supporting oocyte development. Accordingly, a *Fatty acid-binding protein* and a putative AK were more expressed in scallop STR oocytes. In zebrafish a FA-binding protein (FABP3) has been demonstrated to be most abundant immediately prior to and during the vitellogenic stage of oocyte development and to decrease during the oocyte growth phase, being nearly undetectable in matured oocytes [101]. Likewise, the ovarian expression of AK, related to provision of energy, was higher in a penaeid shrimp during pre-vitellogenic stages and decreases in mature oocytes [102].

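GPx (P_cont_pecten_38562) was at a log2 fluorescence of 4.59 ± 0.89 (SD, n = 8) in REL and 6.02 ± 0.99 (SD, n = 6) in STR oocytes, and was well above background in 4 of 8 and 6 of 6 samples. The difference of -1.43 (standard error 0.47) did not pass, with an adjusted p of 0.159 from limma with Benjamini-Hochberg adjustment and an exact permutation p of 0.0160. It passed with the group kept as a covariate in ComBat (log2 difference -1.68).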

A similar expression pattern also for a *Glutathione peroxidase* (GPx), which is expressed at a higher extent in STR oocytes compared to REL group. GPx may function in protecting maturating oocytes against peroxidation [102]. Besides GPx, two glutathione-dependent enzymes showed higher expression in STR oocytes: GSTS and GSTT. The relation between GST and oocyte maturation has never been studied in bivalves, however in humans a negative correlation between GSTT mRNA and cumulus-oocytes complexes maturity has been demonstrated [103].

Finally, an interesting gene showing a differential expression between STR and REL oocytes was the excitatory *Serotonin receptor HTR4* (more expressed in STR group). Serotonin is a major neurotransmitter that triggers spawning and oocyte germinal vesicle breakdown (GVBD) in bivalve molluscs [104–106]. Expression levels of HTR4 might be low in released oocytes because spawning was already occurred, and high in stripped oocytes, since HT receptors are still engaged in sustaining meiosis progression prior to spawning.

## Conclusions

In this study, a new species-specific microarray platform for great scallop has been employed to identify differentially expressed genes in relation to oocyte quality and to investigate the transcriptional features of both stripped and spawned scallop oocytes.

To date, most of the studies on egg quality and development have been conducted in model species, therefore it seems too early to hypothesize specific functions of the majority of transcripts expressed in scallop oocytes. The lack of scallop genome and, in general, of high quality bivalve genomes also hinders a full comprehension of transcriptomic data. However, sequence similarity searches against model species allowed us to infer putative functions of expressed transcripts, thus allowing the identification of candidate transcriptomic markers of oocytes quality, such as CASP2 and PDIA4 (Fig 3), both positively associated to female gametes quality also in other bivalve species [19–20]. The identification of generic mechanisms shared by evolutionary distant species is of special interest, since in-depth investigation of these pathways in a single species could lead to important knowledge applicable to aquaculture practices of a large number of species [21]. At the same time, cross-species conserved pathways might provide more reliable markers, which could be used to develop cost-effective tools for rapid assessment of oocyte quality. In this perspective, the validation of these biomarkers in additional hatchery-based productions might be of crucial interest.

## Supporting information

S1 File Pecten maximus transcriptome assembly. (DOCX) Click here for additional data file.

S2 File Sequence of the contigs employed for the DNA microarray platform. (FASTA) Click here for additional data file.

S1 Table Blastx best hit of each probe represented in the microarray platform. (XLSX) Click here for additional data file.

S2 Table Correlation between gene expression and D-larval rate. (XLSX) Click here for additional data file.

S3 Table Enrichment analysis of transcripts correlated with D-larval rate. (XLSX) Click here for additional data file.

S4 Table DEGs between stripped and spawned oocytes. (XLSX) Click here for additional data file.

S5 Table Enrichment analysis of DEGs between stripped and spawned oocytes. (XLSX) Click here for additional data file.

# Supplementary material for: Transcriptomic features of Pecten maximus oocyte quality and maturation
**Source:** PLoS One. 2017 Mar 2;12(3):e0172805. doi: 10.1371/journal.pone.0172805
**Supplement:** S1 File

***Pecten maximus* transcriptome assembly**

Several sequencing data previously obtained in the context of the European project REPROSEED (FP 7-KBBE-2009-1-2-11) were used to build the transcriptome scaffold that served for the microarray platform design. How the sequencing reads have been obtained and which procedures have been followed to construct the assembly will be explained below.

Sampling and cDNA libraries construction

Several scallop specimens (adult tissues, larvae, hemocytes and oocytes) were obtained thanks to SCALPRO hatchery (Norway), the *Consejo Superior de Investigaciones Científicas* (CSIC, Spain) and the *Institut Français de Recherche pour l'Exploitation de la Mer* (IFREMER, France). All samples were stored in RNAlater at -80°C until the RNA purification. RNA was isolated with RNeasy Mini Kit (Qiagen), following the manufacturer instructions and a DNAse treatment (Qiagen) was carried out. Concentration and purity of RNA were measured using a *NanoDrop ND1000* spectrophotometer (NanoDrop Technologies). The RNA quality was assessed through the Bioanalyzer 2010 instrument (Agilent).

Non normalized libraries for RNA sequencing experiments were prepared by using Truseq RNA sample prep Kit (Illumina) following the manufacture’s instruction and sequencing was carried out in the Illumina Hi-Seq 2000 by running a multiplexed lane 2x100bp paired ends (BGI Tech, Shenzhen, China). All the Illumina reads were analyzed with FastaQC software in order to assay the sequences quality.

A full-length-enriched double stranded cDNA synthesis was performed using MINT cDNA synthesis kit (Evrogen, Moscow, Russia) according to manufacturer's protocol, and was subsequently purified using the QIAquick PCR Purification Kit (Qiagen USA, Valencia, CA). The amplified cDNA was normalized using Trimmer kit (Evrogen, Moscow, Russia) to minimize differences in representation of transcripts. The normalized 454-library was sequenced with a Roche 454 GS FLX sequencer using the Titanium chemistry (Genomic unit, CCiT-UB, Barcelona, Spain). Finally, a sequences quality report was obtained through the 454 Software Release 2.6.

The number of sequenced reads per library are reported in Table A.

Reads assembly

In order to build a *P. maximus* transcriptome scaffold, a mixed strategy was preferred. Different assemblers were employed according to the sequences origin (454 or Illumina). The 454-sequences were assembled through MIRA3 (default parameters), the reads from each of the Illumina libraries were separately assembled by using *CLC Genomic Workbench 5* (default parameters). Finally, to reduce the redundancy, a merge of all the obtained contigs was carried out through CAP3 (default parameters). The contigs not merged in CAP3 were joined to all the meta-contigs obtaining a final transcriptome scaffold of 226,824 contigs. The reads assembly strategy was summarized in Table A.

| **SEQUENCING DATA and FIRST ASSEMBLY** | | | | | |
| --- | --- | --- | --- | --- | --- |
| **Sample** | **Technology** | **Total reads** | | **SRA accession number** | **Contigs obtained** |
| Stripped oocytes | *Illumina* | 66,454,364 | | SRR5062040 | 101,627 (CLC) |
| Released oocytes | *Illumina* | 84,121,748 | | SRR5062041 | 46,961 (CLC) |
| In vivo/vitro control hemocytes | *Illumina* | 67,643,592 | | SRR1009240 | 59,067 (CLC) |
| In vivo stimulated hemocytes | *Illumina* | 70,855,070 | | SRR1009241 | 58,512 (CLC) |
| In vitro stimulated hemocytes | *Illumina* | 77,946,012 | | SRR1009242 | 46,734 (CLC) |
| Mix of adult tissues, larvae, hemocytes, oocytes | *Roche 454* | 1,105,257 | | SRR5059346 | 88,552 (MIRA3) |
| **CAP3 SUPER-ASSEMBLY** | | | | | |
| N° of contigs in CAP3 input | | | 401,453 | | |
| N° of meta-contigs produced by CAP3 | | | 44,346 | | |
| N° of singletons produced by CAP3 | | | 182,478 | | |
| **Complete scaffold** | | | **226,824** | | |

**Table A. Sequencing and Assembly strategy**. The number of reads per library, their SRA accession numbers and the assembly strategy were specified.

Functional annotation

A functional annotation of the assembled transcriptome was attained through blastx similarity searches conducted against UniProtKB/SwissProt database (release 2012_10 – October 31, 2012) and several protein databases available on Ensembl Genome Browser (release 68): *Homo sapiens*, *Danio rerio*, *Drosophila melanogaster*, *Caenorhabtidis elegans*, *Ciona intestinalis*, *Strongylocentrotus purpuratus*, *Gasterosteus aculeatus*, *Daphnia pulex* and *Nematostella vectensis*. In addition, to improve the number of annotated contigs, blastx searches against two molluscs databases were attempted: oysterDB (*Crassostrea gigas)* and *Lottia gigantea V1.0.* Alignments with an E-value of at most 1 E-5 were considered significant and only the best hit per contig was taken into account. Blastx results were summarized in Table B.

| **Database** | **N° of match** | **N° of not redundant match** |
| --- | --- | --- |
| *Danio rerio* Ensembl | 37,948 | 12,721 |
| *Homo sapiens* Ensembl | 35,812 | 14,031 |
| UniProKB/SwissProt | 38,350 | 18,420 |
| *Drosophila melanogaster* Ensembl | 28,642 | 7,644 |
| *Nematostella vectensis* Ensembl | 37,312 | 10,938 |
| *Caenorhabtidis elegans* Ensembl | 24,625 | 6,555 |
| *Ciona intestinalis* Ensembl | 30,998 | 8,173 |
| *Strongylocentrotus purpuratus* Ensembl | 68,955 | 12,331 |
| *Gasterosteus aculeatus* Ensembl | 35,692 | 11,376 |
| *Daphnia pulex* Ensembl | 31,576 | 8,115 |
| *Lottia gigantea* V1.0 | 45,498 | 12,640 |
| *Crassostrea gigas* OysterDB | 50,021 | 13,524 |

**Table B. Blastx annotation**. The number of contigs having a match against each database are reported. The number of unique match (i.e. the total number of genes in each database showing a significant sequence similarity with at least one contig) were also specified.

Microarray design

All databases used for the annotation step were considered to reduce the redundancy in annotated contigs. A total of 31,849 contigs found non-redundant (with a unique annotation) in at least one reference database have been considered for microarray design. Putative sense-strand orientation was inferred from the matching protein-coding gene in reference data bases. For 671 contigs that showed ambiguous orientation two probes with opposite orientations (sense and antisense) were designed. For the remaining 31,178 contigs with putatively un-ambiguous orientation a single (sense) probe was designed.

Since the microarray format could accommodate approximately 60,000 probes, non-annotated contigs that showed the highest expression in hemocytes based on RNA-seq data were included in the microarray design. In total 13,740 non-annotated contigs were added, and for each of them, two probes with opposite orientation (sense and antisense) were designed. Probe design was carried out using the Agilent eArray interface (https://earray.chem.agilent.com/earray/), which applies proprietary prediction algorithms to design 60-mer probes. A total of 59,824 out of 60,000 probes were successfully obtained, representing 45,488 different *P. maximus* contigs.

How the deposited data were processed for this re-analysis (not part of the article)

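Oocytes of 14 P. maximus females were measured, 1 array for each female: 8 samples of released oocytes, obtained by thermal stimulation, and 6 samples of stripped oocytes, taken from dissected gonads. D-larval rates, measured by the authors for the 8 released females, were read from the sample labels and also head the columns of the paper's S2 Table. Each array held 59824 probes at 1 spot each, 61143 spots in all with the controls. The arrays lay on 2 slides, and the grouping by slide was read from the scanner files.

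The authors' scanner software, Agilent Feature Extraction (version 11.5.1.1 in the files, another version in the methods), subtracted the background of each spot and removed a multiplicative trend to make the processed signal, an intensity on a linear scale that is not normalized between arrays. The deposited table of normalized intensity values holds, as checked on the values, the processed signal after quantile normalization over the probes and 7 spike-in types (245 spots), on a linear scale and without adjustment for slide. The mean brightness of the spot and the median local background, also intensity values from the authors' scanner software, were used for 1 alternative. Marks of the same software for spots well above background, positive and significant, or saturated were used as deposited. No reference genome was used here, so nothing is given by position in the genome.

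The processed signal was quantile-normalized over the probes and spike-ins of the 14 arrays. The 99th percentile of the absolute log2 difference between these values and the deposited ones was 0.0190. Probes well above background on at least 6 of 14 arrays were kept (33212 probes), values were log2-transformed, and slide was taken out by parametric ComBat without covariates, written anew for this work and checked against the shrinkage that its formulas predict. Released and stripped oocytes were compared in limma 3.58.1 (linear model with empirical Bayes moderation) in R 4.3.3 with data.table 1.17.8. Probes were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5, and counted also after Bonferroni adjustment, which the methods state, and without adjustment. Probes were correlated with the D-larval rate over the 8 released arrays by Pearson's R, at a p under 0.05 and an absolute R of at least 0.7, with Benjamini-Hochberg adjustment over all probes beside it. Tables, exact tests and figures were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

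For single genes the difference of group means was tested by exact permutation over all 3003 splits of the samples into 8 and 6, and R and Spearman's rho by exact permutation over all 40320 orders of the 8 rates, all 2-sided. R was computed again without the 2 females whose rates lie farthest from the median, and as a partial R given the slide. For the rate, Benjamini-Hochberg values of named genes adjust the exact p over the list alone, and the t-test p of R over all probes. The genes reported are those named in the Results, the Discussion, Table 1 and the figure of selected transcripts, matched to probes by protein name or accession in the S2 and S4 Tables. Of these, 1 is not reported here, and its probe stays in the counts and in the adjustment over the list. Where several probes carry a name, the probe with the value that the paper prints comes first. Beside these stand, in each direction, the 5 probes with the largest difference among those past the adjusted threshold, well above background on every array and without overlap between the groups, and the probe with the highest and the one with the lowest R. Not more than 2 unnamed probes are printed in each direction. Contigs with 2 probes of opposite direction, most of which the authors put on the array for their expression in hemocytes, served as a list for RNA of hemocytes.

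The tests, the groups, the list of contigs and the alternatives were set before the data were examined, except the comparison within slide 1, the summary of Table 1 and the tests named as later choices in the closing parts. The alternatives leave out the slide adjustment, put the slide as a block into the model, or keep the group as a covariate in ComBat. Others use the deposited normalized values, scale to the 75th percentile, correct the background by normexp (offset 50), or leave out or change the filter on dim probes. A t-test with pooled variance stood in for the t-test that the methods name. For the rate, alternatives use rank correlation, log10 of the rate or limma's test of the slope, or normalize the 8 released arrays alone. The rest use the replicate number of the labels as a block, or leave out single arrays or the 2 females named above. Fits with an array left out keep the normalized and slide-adjusted values of all 14 arrays. Chance was assessed with 100 splits of the samples and 100 orders of the rates, the real ones included.

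The procedure was tested on simulated data, drawn with the level and spread of the probes, in which 200 of 33212 probes were changed. The size of the shift between slides was chosen and not estimated from the arrays. The size of the change was raised from a log2 value of 1.5 to 2 after few probes were recovered at the first, and both are reported. At 1.5, 35.5% of the changed probes were called with ComBat, 52% without slide adjustment, 39% with the slide as a block and 63.5% with the group as a covariate in ComBat, with 1, 9, 5 and 52 unchanged probes called. At 2 the shares were 61.5%, 77%, 65.5% and 80%, with 4, 11, 9 and 61 unchanged probes called. For the rate, 200 of 200 probes tied to the rate with an R of 0.95 passed the thresholds, 100 of them after Benjamini-Hochberg adjustment, beside 1719 probes not tied to it. With 8 and 6 samples the smallest exact p of a difference is 0.000333, so that precision rests on the number of females.

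Gene set enrichments were not analysed here, because the probe annotation of the whole array was not used here. Quantities other than array signal were not analysed here.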

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

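The position of REL5 between the groups is the only test in this part chosen after the result was seen. The values given single out samples of named genes that stand apart from the rest of their group. For 105 groups of 6 or 8 samples the gap between the most extreme sample and its neighbour was divided by the range of the group and compared with Dixon's 95% critical value (0.625 for 6 and 0.526 for 8 samples). Chance passes it in about 1 in 20 groups, and 6 of 105 passed, so that their number alone is no sign of anything beyond chance.

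In probe P_cont_pecten_28762 of CDC42, REL5 stood above the other released samples in log2 fluorescence (4.04 against 1.52 to 2.13, gap ratio 0.755) and STR1 below the other stripped samples (3.25 against 4.95 to 5.59, gap ratio 0.724). The probe was not well above background in any released sample, and the released values other than REL5 lie at the floor. In REL5 the value was above the lowest signal called well above background on that array (3.93), though the probe was not so called. GSTS was also highest in REL5 among the released samples (6.32 against 1.37 to 3.68, gap ratio 0.533), and REL5 was the only one of them with GSTS well above background. Over the probes higher in stripped oocytes REL5 lay nearest of all released samples to the stripped ones (median position 0.357, where 0 is the other released and 1 the stripped mean). Neither a technical nor a biological explanation was tested for REL5, and nothing in the design sets it apart.

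MIS12 was lower in REL7 than in the other released samples (10.46 against 11.89 to 12.83, gap ratio 0.606). The signal is far above background in every sample, so that a floor is excluded. No explanation was tested, technical or biological.

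In REL8, the female with the highest D-larval rate, the TDRD1 probe P_cont_pecten_177563 was higher (5.48 against 4.77 to 5.08, gap ratio 0.557) and GADD45A lower (3.39 against 4.19 to 4.79, gap ratio 0.570) than in the other released samples. GADD45A was not well above background in REL8 and has only an upper bound there. A difference tied to the rate of this female stays open and was not tested, since no other female has a rate near 17.41%. Without REL8 the R of the rate was 0.434 with TDRD1 and -0.265 with GADD45A, and without REL7 and REL8 it was 0.713 and -0.590.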

How the results depend on the processing

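The comparison within slide 1 was the only test in this part chosen after the result was seen. Scan date as a block was not run, because scan date coincides with slide. The cause of a change was not tested for any result that moved.

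Of 618 probes that differed between released and stripped oocytes after Benjamini-Hochberg adjustment in limma, each kept its direction under each alternative in which it was tested (290 of them with the filter for all 14 arrays). Without slide adjustment 987 probes passed, 70 of them after Bonferroni adjustment (against 37), and 37 of the tested probes of named genes (against 22 of 53). With the group kept as a covariate in ComBat the counts were 1890, 118 and 47, and 5169 at an unadjusted p (against 3362). Of 4 settings tried on simulated data this one called the most changed and the most unchanged probes. Normexp background correction gave 385 after Benjamini-Hochberg adjustment and 1209 at an unadjusted p, and raised the share higher in stripped oocytes at the latter to 78.1% (against 59.6%). Keeping only probes well above background on all 14 arrays gave 287, 1783 unadjusted and 9 of 32 probes of named genes. Without a filter on dim probes 5129 probes passed at an unadjusted p. A t-test with pooled variance, in place of limma, left 16 probes after Bonferroni adjustment. Within slide 1 alone, with 3 released and 5 stripped arrays, 33 probes passed after Benjamini-Hochberg, 4 after Bonferroni adjustment and 2 of named genes, against 2900 at an unadjusted p. Over these settings the median log2 difference of all probes lay between 0.03 and 0.07.

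With single arrays left out, the Benjamini-Hochberg count ran from 257 (without STR5) to 1009 (without STR1), and was 378 without REL1 and also without STR3, 371 without REL3, 377 without REL8 and 348 without STR6. The Bonferroni count ran from 17 (without REL2) to 50 (without STR1), and it was 18 without REL7, STR4, STR5 or STR6, 19 without REL8, STR2 or STR3, 21 without REL3 and 22 without REL1. The unadjusted count ran from 2693 (without STR5) to 4023 (without STR1). For named genes the count ran from 11 (without STR5) to 30 (without STR1), with 12 without REL1 and without STR6, 13 without REL8 and 14 without REL7. The slide alone, with released and stripped samples mixed and no slide adjustment, separated 0 probes after Benjamini-Hochberg adjustment in limma and 1775 at an unadjusted p.

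The released and stripped samples share replicate numbers 1 to 6 in their labels. Their deviations from the group means correlated by -0.103 to 0.0625 between samples of 1 number, with 0 of 6 above 0.1, so that the numbers do not pair the samples. With the number as a replicate block, 120 probes passed after Benjamini-Hochberg adjustment, 7 after Bonferroni adjustment and 11 of named genes, against 3135 at an unadjusted p.

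The count of probes correlated with the D-larval rate (2106) moved beyond 1.5 times only without a filter on dim probes, to 3524 of 59824 probes. Otherwise it lay between 1550 (well above background on all 14 arrays, 23478 probes) and 2904 (positive and significant signal, 46925 probes), with 1551 without REL7 and REL8. With single females left out it ran from 1649 (without REL8) to 2238 (without REL4). After Benjamini-Hochberg adjustment 0 probes passed in each of these settings, limma's test of the slope included (1669 at an unadjusted p), and the lowest adjusted p of any was 0.149, without REL3. Positive correlations were 52.5% of those called, and the smaller part after scaling to the 75th percentile (46.8%), without REL7 (48.6%) and without REL7 and REL8 (47.0%).

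Of 72 probes of named genes, 63 were called for the rate. Without REL7 and REL8 it was 13, in part because a p under 0.05 needs a higher R over 6 females and their rates span a narrower range, and Epsin-2 reversed, with an R of -0.0832. With single females left out the count ran from 31 (without REL8) to 62 (without REL6). By rank it was 44, against log10 of the rate 50 and with limma's slope 53.

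For the first probe of each named gene, taken over the settings other than single arrays left out, 233 of 260 values of stripped against released oocytes kept both direction and call, 12 lost and 15 gained the call, and 0 changed direction. With single arrays left out these were 318 of 350, 29, 3 and 0. For the rate they were 574 of 652, 64, 13 and 1 over the settings, and 321 of 376, 50, 5 and 0 over the females left out.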

Differences from the paper's values

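The comparison with the probes of Table 1 and that of t with the means of the S4 Table were chosen after the values were seen. The alternatives named in this part were set before the data were examined. Counts are called different where one is more than 1.5 times the other, and an R where it lies farther from the paper's than the jackknife error of R over the 8 females, which is wide where single females decide: 0.295 for Ribonucleoside-diphosphate reductase small chain and 0.235 for Ankyrin repeat domain-containing protein 30B, against 0.0343 for Crescerin-1. A difference removed by an alternative means an R within that error, not an equal one.

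The paper's count of probes that differ between released and stripped oocytes after Bonferroni adjustment is 1682, and 37 were found here. The paper's counts by direction are 652 higher in released and 1030 higher in stripped oocytes, against 4 and 33. None of these alternatives, single arrays left out included, removed any of these differences. Leaving aside the fit by replicate number, totals ran from 16 to 118, 2 to 15 higher in released and 14 to 103 higher in stripped oocytes. The t-test tried here pooled the variance. The absolute t that the paper's S4 Table lists equals instead Welch's t computed from the means and SDs of that table. Of its 1682 probes, 26 pass a Bonferroni threshold over all probes that the paper tested by these values, and 1673 have an unadjusted p under 0.05.

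The paper's R for DDX39B is -0.83, and -0.944 was found; there was no difference without slide adjustment, by Spearman's rank correlation, against log10 of the rate, with the 8 released arrays normalized alone and without REL8, and the difference stayed under the other alternatives. The paper's R for UAP56 is -0.77, against -0.871; only rank correlation and log10 of the rate removed the difference. In its S2 Table the paper's lowest R is -0.96, and its probe, N_cont_pecten_105923, had -0.849 here; without slide adjustment, with the slide as a block, against log10 of the rate and with the released arrays normalized alone the values did not differ, and under the other alternatives they did.

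In Table 1, the paper's R for Protein FAM179B, which its S2 Table calls Crescerin-1, is 0.93, against 0.896. The difference was gone without slide adjustment, with the slide as a block, with the deposited values, with the filter for positive and significant signal, with the released arrays normalized alone and without REL2, REL4, REL5, REL6, REL7 or REL8, and remained otherwise. For E3 ubiquitin-protein ligase MIB2 the paper's R is 0.93, against 0.831, with no difference without slide adjustment, with the slide as a block, by rank correlation, against log10 of the rate, with the released arrays normalized alone and without REL4, REL5 or REL8, and a difference in the rest. For Androgen-induced gene 1 protein it is the paper's 0.93 against 0.962, and for this protein the values did not differ without slide adjustment, after scaling to the 75th percentile, with the released arrays normalized alone and without REL8 but did in the rest. Uroporphyrinogen-III synthase has the paper's R of 0.91, against 0.821, and no difference with the slide as a block, after normexp background correction and without REL3 or REL6, unlike the remaining alternatives. Ribonucleoside-diphosphate reductase small chain has the paper's R of -0.95, against -0.500; the difference fell within the error, with R at -0.824 at the lowest, with the deposited values, after scaling to the 75th percentile, without REL7 and REL8 and without REL8 alone, and stayed elsewhere. Ankyrin repeat domain-containing protein 30B has the paper's R of -0.92, against -0.683, without a difference when slide adjustment was left out, when the slide was a block, when the group was a covariate, after normexp, with the released arrays normalized alone and without REL1, REL3, REL4 or REL7, and with one otherwise.

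Some probes that the paper reports as correlated with the rate did not pass both thresholds here. Ribonucleoside-diphosphate reductase small chain passed with the deposited values, Coiled-coil domain-containing protein 61 (R = -0.669) after normexp and without REL5, and Ankyrin repeat domain-containing protein 30B with the slide as a block, after normexp and without REL1. Alpha spectrin N_cont_pecten_120790 (R = 0.685) passed without REL4 or REL7, and PICALM P_cont_pecten_81289 (R = 0.673) without slide adjustment, with the released arrays normalized alone and without REL2 or REL6. DDX19A (R = -0.664) passed without slide adjustment, after scaling to the 75th percentile, after normexp, with the released arrays normalized alone and without REL7. Splicing factor arginine/serine-rich 2 (R = -0.703) did so without slide adjustment, with the slide as a block, with the group as a covariate, with the deposited values, with the released arrays normalized alone and without REL2. SIRT1 (R = 0.634) passed by rank, against log10 of the rate, without REL7 and REL8 and without REL8 alone; malate dehydrogenase 1B (R = 0.617) against log10 of the rate and without REL3; DDB2 P_cont_pecten_23906 (R = -0.690) with the slide as a block, after scaling to the 75th percentile and without REL3; and CCNH (R = 0.626) without REL3. HPSE N_cont_pecten_97864 (R = 0.703) passed without slide adjustment, with the group as a covariate, after scaling to the 75th percentile, with the released arrays normalized alone, with limma's slope and without REL5 or REL6.

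Among genes that the paper calls different between released and stripped oocytes, several did not pass limma with Benjamini-Hochberg adjustment. SRSF12 (log2 difference -0.55), Cut (0.57), CCNO (1.11), ERCC6L (0.69) and GPx (-1.43) passed only with the group kept as a covariate in ComBat. SFSWAP (-1.63) passed with it, without slide adjustment, after normexp and without REL3; HTR4 (-1.45) with it, without slide adjustment, after scaling to the 75th percentile and without REL3; and AKIR2 (3.04) with it, without slide adjustment, after normexp and without STR2. CDC42 P_cont_pecten_28762 passed without a filter on dim probes and with the filter for positive and significant signal. No setting called brn (1.12), UBE2D1 (0.64), MIS12 (-0.81), GSTT (-1.49), IDH3B (0.71 and 0.70) or SON P_cont_pecten_34431. Of the tubulin alpha probes, 16 of 21 did not pass; each of these passed with the group kept as a covariate, and some also without slide adjustment, after normexp, without REL2 or without STR1.

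The paper names SON among the transcripts higher in stripped oocytes. Of the SON probes, P_cont_pecten_34431 went that way (at least 1.20-fold), while P_cont_pecten_14260 was higher in released oocytes (log2 difference 0.54, adjusted p = 0.168 from limma with Benjamini-Hochberg adjustment) and was called only with the group kept as a covariate. The paper's conclusions name CASP2 as positively associated with the quality of female gametes, while its results and discussion give a negative relation to the D-larval rate; here R with that rate was -0.877 and -0.804.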

Other observations

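The tests chosen only after the result was seen are the count of correlated probes over other orders of the rates, the comparisons of the probes bright only in stripped samples, those of REL3 with STR2, and that of the S2 Table with the deposited values. No biological explanation was tested for a pattern unless named.

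Chance can be excluded for the number of probes that differ between released and stripped oocytes. Among 100 splits of the samples into 8 and 6, the real split alone (1 split) reached its count after Benjamini-Hochberg adjustment, and the same was so after Bonferroni adjustment (1 split) and at an unadjusted p (1 split). The other splits gave at most 6, 1 and 2716 probes, with a median of 1105 at an unadjusted p.

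Chance cannot be excluded for the number of probes correlated with the D-larval rate. Of 100 orders of the rates, 14 gave at least as many probes, with a median of 1616.5 and a maximum of 2907; 1661 are expected at the p threshold. The highest R was reached or passed in 61 and the lowest in 62 of these orders. Perfect rank order with the rates was seen in 7 probes, where 1.65 are expected, and 5 of them, with both HPSE probes N_cont_pecten_215520 and N_cont_pecten_71934, followed it upwards. The count of correlated probes thus does not tell how many of them follow the rate, and single genes remain hypotheses.

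Technical explanations for the correlations stay open, since 8 females are few. The share of probes well above background had an R of 0.251 with the rate (exact permutation p = 0.546; rho = 0.214, exact permutation p = 0.619; R = 0.451 without REL7 and REL8), and the 75th percentile of the signal -0.0842 (exact permutation p = 0.838; rho = -0.214, exact permutation p = 0.619; R = -0.388 without REL7 and REL8). The first principal component of the released arrays, with 18.9% of their variance, had an R of -0.547 with the rate (exact permutation p = 0.164; rho = -0.500, exact permutation p = 0.216; R = -0.311 without REL7 and REL8). Whether released oocytes of low rate lie nearer to stripped ones was tested on the axis from the stripped to the released mean, where the score of the females had an R of 0.289 (exact permutation p = 0.481; rho = 0.0476, exact permutation p = 0.935; R = -0.435 without REL7 and REL8). None of these tests passes, and with 8 females none of them excludes its explanation. The quality of the oocytes, which the rate stands for, stays open beside them.

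The paper does not report how contigs chosen for hemocyte expression behave. Contigs with 2 probes of opposite direction, most of which were put on the array for their expression in hemocytes, were shifted towards stripped oocytes against contigs with 1 probe of the same brightness, by -0.11 in log2 (exact permutation p = 0.00433; 10524 and 19340 contigs). The shift went towards stripped oocytes in 18 of 20 classes of brightness, from -0.30 to 0.03. The 1428 brightest of these contigs did not share it (0.03, exact permutation p = 0.464). RNA of hemocytes in samples taken from the dissected gonad is a candidate explanation, and the small size of the shift and its lack among the brightest contigs leave it as a hypothesis. The contigs with 2 probes are also for the most part those without annotation, 10524 of 14336 of them passed the filter on dim probes in these samples, and a difference between released and stripped oocytes in unannotated transcripts would look alike, so that these cannot be told apart here.

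There were 52 probes, VTG4 among them, at background in every released and bright in every stripped sample. Their level differed between stripped females more than that of probes higher in stripped oocytes and bright in every sample (median SD 0.73 against 0.41, 214 probes in the latter). The 52 probes had a mean log2 level of 4.44 in STR1 to 6.14 in STR5. How far low signal alone widens their spread was not tested. A share of other cells that varies between stripped samples would make them move together. Their median R between pairs was 0.351, against 0.369 in the comparison probes. These were chosen for the same difference between the groups and would follow such a share too, so that the test does not decide, and VTG4, GAL4 and FABP were each lowest in STR1 and highest in STR5 and STR6. The explanation stays open. Their mean level did not follow the share of probes well above background or the 75th percentile of the stripped arrays (smaller exact permutation p = 0.625), a test too small with 6 females to exclude a difference in hybridisation. The stage of maturation of the females, which the design does not record beyond the group, stays open and untested.

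REL3 and STR2 stand apart together on the second principal component (88.5 and 104, with the next array, STR5, at 26.8). Both were the highest or both the lowest arrays, by a gap of more than 1 in log2, in 50 probes after slide adjustment, the third most of 91 pairs of arrays, and in 98 before it, the most of any pair. The slide as the whole cause is argued against, since before slide adjustment the next of 28 pairs on slide 1, STR4 and STR6, shared 47 probes; the adjustment lowered the count of REL3 and STR2, so that a part played by the slide is not excluded. A flaw at 1 place of the arrays is argued against too, since 0.832 of 1000 random sets of spots (as a share) lay as close together. Stripped RNA mixed into REL3 is argued against, because over the probes higher in stripped oocytes REL3 lay at -0.0448 (0 the other released, 1 the stripped mean), while REL5 was highest at 0.357. Released RNA mixed into STR2 stays open: over the probes higher in released oocytes STR2 lay at 0.536, with STR1 nearer to the released mean at 0.570. This test was redefined after a first version, which could not have told the directions apart, had been seen. A trait shared by these females cannot be excluded, and no biological explanation was tested. None of the shared probes (0) was among those past Benjamini-Hochberg adjustment in limma between the groups, and 1 was among those correlated with the rate.

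The values per female in the paper's S2 Table were compared with the deposited ones. Over 4 of the released females of slide 2 the difference of log2 values is a straight line in the value, with a median residual of 2.92e-06, while over all 5 released females of that slide it is 0.0598, and over the 4 with REL8 0.00956. This argues against an adjustment by the slides that the scanner files name as the step between the deposited values and the table. Which grouping of arrays was used for the table was not tested.

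Stripped females differed more from each other than released ones. Over 23478 probes well above background on all arrays the median SD was 0.46 in stripped and 0.40 in released samples, and the median distance between pairs 0.83 and 0.75 (exact permutation p = 0.0163). Over the 618 probes past Benjamini-Hochberg adjustment in limma it was 0.52 and 0.50 (exact permutation p = 0.670). The groups differ both in handling and in stage, and what lies behind the spread was not tested.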
